# Gene expression profiling analysis to investigate the role of remote ischemic postconditioning in ischemia-reperfusion injury in rats

**DOI:** 10.1186/s12864-019-5743-9

**Published:** 2019-05-09

**Authors:** Zanxin Wang, Junmin Wen, Chuzhi Zhou, Zhiwei Wang, Minxin Wei

**Keywords:** IRI, RPostC, Apoptosis, Gene, ncRNAs

## Abstract

**Background:**

Blood flow restoration is a definitive therapy for salvaging the myocardium following ischemic injury. Nevertheless, the sudden restoration of blood flow to the ischemic myocardium can induce ischemia-reperfusion injury (IRI).

**Results:**

Herein, we investigated the cardioprotective effect of remote ischemic postconditioning (RPostC) through our in vivo rat model of myocardial IRI. The study included three groups: the control group, the IRI group, and the IRI + RPostC group. Ischemia-reperfusion treatment led to an increase in the myocardial infarction area, which was inhibited by RPostC. In contrast to that in the control group, the myocardial apoptosis level was enhanced in the IRI group, whereas RPostC treatment decreased IRI-induced cellular apoptosis. Affymetrix Rat Gene 2.0 ST chip data identified a total of 265 upregulated genes and 267 downregulated genes between the IRI and IRI + RPostC groups. A group of differentially expressed noncoding RNAs (ncRNAs), such as MTA_TC0600002772.mm, MTA_TC1300002394.mm, U7 small nuclear RNA (Rnu7) and RGD7543256_1, were identified. Gene Ontology (GO) enrichment analysis indicated that the positive regulation of some molecular functions, such as GTPase activity, GTP binding, cyclic-nucleotide phosphodiesterase activity and cytokine activity, may contribute to the cardioprotective role of RPostC. Moreover, pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) suggested the potential implication of the TNF signaling pathway and Toll-like receptor signaling pathway. Global signal transduction network analysis, co-expression network analysis and quantitative real-time polymerase chain reaction analysis further identified several core genes, including *Pdgfra*, *Stat1, Lifr* and *Stfa3.*

**Conclusion:**

Remote ischemic postconditioning treatment can decrease IRI-mediated myocardial apoptosis by regulating multiple processes and pathways, such as GTPase activity, cytokine activity, and the TNF and Toll-like receptor signaling pathways. The potential role of the above ncRNAs and core genes in IRI-induced cardiac damage merits further study as well.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5743-9) contains supplementary material, which is available to authorized users.

## Background

Ischemia-reperfusion injury (IRI) is a phenomenon in which cell metabolism and structural damage are aggravated when blood flow is restored after myocardial ischemia and reperfusion [1–3]. Reperfusion treatment can open the infarct-related blood vessels quickly and fully restore the blood perfusion of the ischemic myocardium, rescuing the dying myocardium. Nevertheless, during the recovery of coronary blood flow, myocardial IRI can induce myocardial contraction disorders, myocardial infarct size expansion and other adverse consequences [2–4]. Our prior clinical studies reported that IRI is accompanied by different degrees of inflammatory factors, which exhibit a great influence on prognosis [5]. Hence, it is important to further investigate the mechanism underlying myocardial IRI from different perspectives and how to effectively minimize this damage through human intervention to protect the heart tissue.

Thus far, accumulating data support the association between myocardial IRI and cell stress and apoptosis; nevertheless, ischemic preconditioning, ischemic postconditioning (PostC), remote ischemic postconditioning (RPostC) and other protective measures beyond timely reperfusion are reported to reduce the myocardial damage caused by ischemia reperfusion [6–12]. As a short-term reperfusion/ischemia treatment, PostC is implemented prior to continuous reperfusion after myocardial ischemia [6–8, 10]. RPostC refers to the protective effect seen upon the transient ischemic treatment of distant organs or tissues before the restoration of blood flow to the ischemic area [9, 13–16]. Because RPostC avoids the clamping of coronary vessels, it achieves this myocardial protective effect through a simple and noninvasive intervention for the ischemic postconditioning of distant position and thus represents an optimistic prospect for clinical application [9, 13–16]. Nevertheless, there is insufficient experimental evidence for the mechanisms involved in the protection of the myocardium by RPostC.

In the present study, we aimed to investigate the transcriptional changes involved in cardioprotection by RPostC in rats. Based on an in vivo rat model of IRI and RPostC, a series of assays, including gene expression profiling, functional pathway analysis, global signal transduction network analysis, co-expression network analysis and quantitative polymerase chain reaction (PCR) analysis, were conducted.

## Methods

### IRI and IRI + RPostC model of rats

Referring to the relative literature [17, 18], we established our rat model of IRI and RPostC treatment. A total of 24 specific pathogen-free grade Wistar male rats (Tianjin Shanchuan Red Experimental Animal Technology Co., Ltd.) were used; the rats were housed under standard conditions of temperature (22 °C ± 2 °C) and humidity (40% ~ 70%) and a 12 h/12 h light/dark cycle. Rats were randomly assigned to one of three groups: the control group, the IRI group or the IRI + RPostC group. The rats were anesthetized by 1% sodium pentobarbital. After endotracheal intubation, a small animal ventilator was connected. We cut the skin longitudinally along the sternum, bluntly separated the muscles with hemostatic forceps, exposed the third to fifth ribs on the left side of the sternum, and opened the chest in the fourth intercostal space on the left side of the chest. Then, we cut the pericardium and fixed the thorax with a homemade hook to fully expose the heart. The needle was inserted into the left atrial appendage and placed under the conus of the pulmonary artery. The anterior descending branch was ligated with a 6/0 medical suture for 30 min and then loosened, and the thoracic cavity was sutured layer by layer.

In the control group, we did not block the blood vessels of the anterior descending branch after threading, and the chest was closed after 60 min of threading. In the IRI group, the left anterior descending coronary artery (LAD) was blocked and opened 45 min later. After 15 min of stabilization, the chest was closed. In the IRI + RPostC group, after 45 min of LAD occlusion, we performed the RPostC treatment. The left femoral artery (LFA) was clamped for 30 s and then opened for 30 s. This process was repeated three times, and the chest was closed after 15 min of stabilization. We performed these experiments under the guidelines of animal experiments at Tianjin Medical University (2014 revision). Ethical approval for all experimental procedures was granted by the Animal Ethical and Welfare Committee at Tianjin Medical University.

### 2,3,5-triphenylte-trazolium chloride (TTC) staining assay

After myocardial ischemia for 45 min and reperfusion for 24 h, the chest of the rat was opened. After quick freezing for 15 min, we obtained five pieces of myocardial tissue with a thickness of approximately 1 mm along the long axis of the vertical heart. Next, we immediately clamped them between two slides to gently flatten them and prevent shrinkage. The samples were then placed in a 1% TTC-phosphate buffer saline (PBS) solution at 37 °C in a constant temperature water bath for 15 min and then in 4% formaldehyde solution for 12 h. The size of the myocardial infarction area, which was white or pale, was measured by ImageJ 2X software.

### Terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick end labeling (TUNEL) assay

We used a TUNEL kit (Roche, Germany) according to the manufacturer’s instructions to analyze the cardiomyocyte apoptosis level after reperfusion. The heart tissues were washed with PBS solution (pH 7.4). Then, the atrium was removed, and the ventricular part below the coronary artery ligation point was preserved. The vertical section of the ventricle was transversely cut into 4 ~ 6 pieces of 1 ~ 2-mm thick myocardial slices. The percentage of TUNEL-positive cells was determined by ImageJ 2X software.

### RNA microarray detection

We utilized TRIzol reagent (Life Technologies) and the RNeasy Mini kit (Qiagen) to extract and purify total RNA from the cardiac left ventricle (CLV) tissue of the above three groups. Then, we used the Ambion WT Expression Kit (Affymetrix) and GeneChip WT Terminal Labeling and Controls Kit (Affymetrix) to obtain cDNA and cRNA products. Next, an Affymetrix Rat Gene 2.0 ST chip was used to hybridize the fragmented cRNA product. After staining with the GeneChip Fluidics Station 450, we applied the Affymetrix® GeneChip Command Console and robust multichip analysis algorithms to scan the microarrays and analyze the data, including Gene Ontology (GO) enrichment analysis and functional pathway analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG), as reported previously [19, 20]. Based on the GO database, we obtained the gene function annotation of the differential genes detected above and then calculated the significance level (*P* value) and false positive rate (FDR) of each function by Fisher’s exact test and multiple comparison test. Thus, the significant function of the gene was screened out, and a *P* value< 0.05 was considered significant in screening. The series entry (GSE122020, http://www.ncbi.nlm.nih. gov/geo/query/acc.cgi? acc = GSE122020) in the National Center for Biotechnology Information (NCBI) is provided.

### Network analysis

According to the differentially expressed gene data, we also performed a global signal transduction network analysis to show the core genes, which have a strong correlation with other genes and play an essential role in the signaling network. In addition, based on the normalized signal intensity of RNA expression, we performed co-expression network analysis to detect potential correlations among mRNAs and identify the core genes by the degree of differences. We also performed a Venn diagram analysis (http://bioinformatics.psb.ugent.be/webtools/Venn/) to identify the common genes between the above two networks under the different limitation of degree value.

### Quantitative real-time polymerase chain reaction assay (qPCR)

Based on the cDNA synthesized, we performed a StepOne Real-Time PCR System (Applied Biosystems) PCR amplification using FastStart Universal SYBR Green Master Mix (Roche Diagnostics) and the relative primers. The detailed primer sequence information is listed in Additional file 1: Table S1. The standard curve was used to assess the amplification efficiency. The melting curve assay was performed to analyze the amplification specificity. PCR reaction settings: pre-incubation step (95 °C, 15 min); amplification step (95 °C, 10 s; 60 °C, 20 s; 72 °C, 31 s; 40 cycles); melting curve step (95 °C, 15 s; 72 °C, 15 s; 95 °C, 15 s). The 2^-ΔΔCT^ method was applied to calculate the relative transcript levels of candidate genes [21]. The relative expression of Glyceraldehyde-3-Phosphate Dehydrogenase (*Gapdh*) was utilized to normalize the expression of tested genes, including phospholipase C, beta 4 (*Plcb4)*, platelet derived growth factor receptor alpha (*Pdgfra)*, chemokine (C-C motif) receptor 1-like 1 (*Ccr1l1*), signal transducer and activator of transcription 1(*Stat1)*, Jun proto-oncogene, AP-1 transcription factor subunit (*Jun*), Hemoglobin Subunit Alpha 2(*Hba2*), similar to Glutathione S-transferase A1 (GTH1) (HA subunit 1) (GST-epsilon) (GSTA1–1) (GST class-alpha) (*LOC501110*), stefin A3 (*Stfa3),* CASP8 and FADD-like apoptosis regulator (*Cflar*), leukemia inhibitory factor receptor alpha (*Lifr*), and glutathione S-transferase, mu 5 (*Gstm5)*.

### Statistical analysis

We performed one-way analysis of variance (ANOVA) / least significant difference (LSD) test or independent sample Student’s t-test using BM SPSS Statistics 20 Software. When the *P* value was < 0.05, the differences were considered significant.

## Results

### Effect of RPostC treatment on myocardial infarct size in an IRI rat model

To gain insight into the potential molecular mechanism of remote ischemic postconditioning (RPostC) in ischemia/reperfusion injury (IRI), we first established an in vivo rat model of myocardial ischemia reperfusion. As shown in Fig. 1a, we did not block the blood vessels in the anterior descending branch of some rats, which were included in the study as controls. We performed RPostC treatment by three cycles of 30 s left femoral artery (LFA) occlusion/30 s reperfusion in rats that underwent IRI, which was induced by 45 min of left anterior descending coronary artery (LAD) occlusion.

**Fig. 1:**
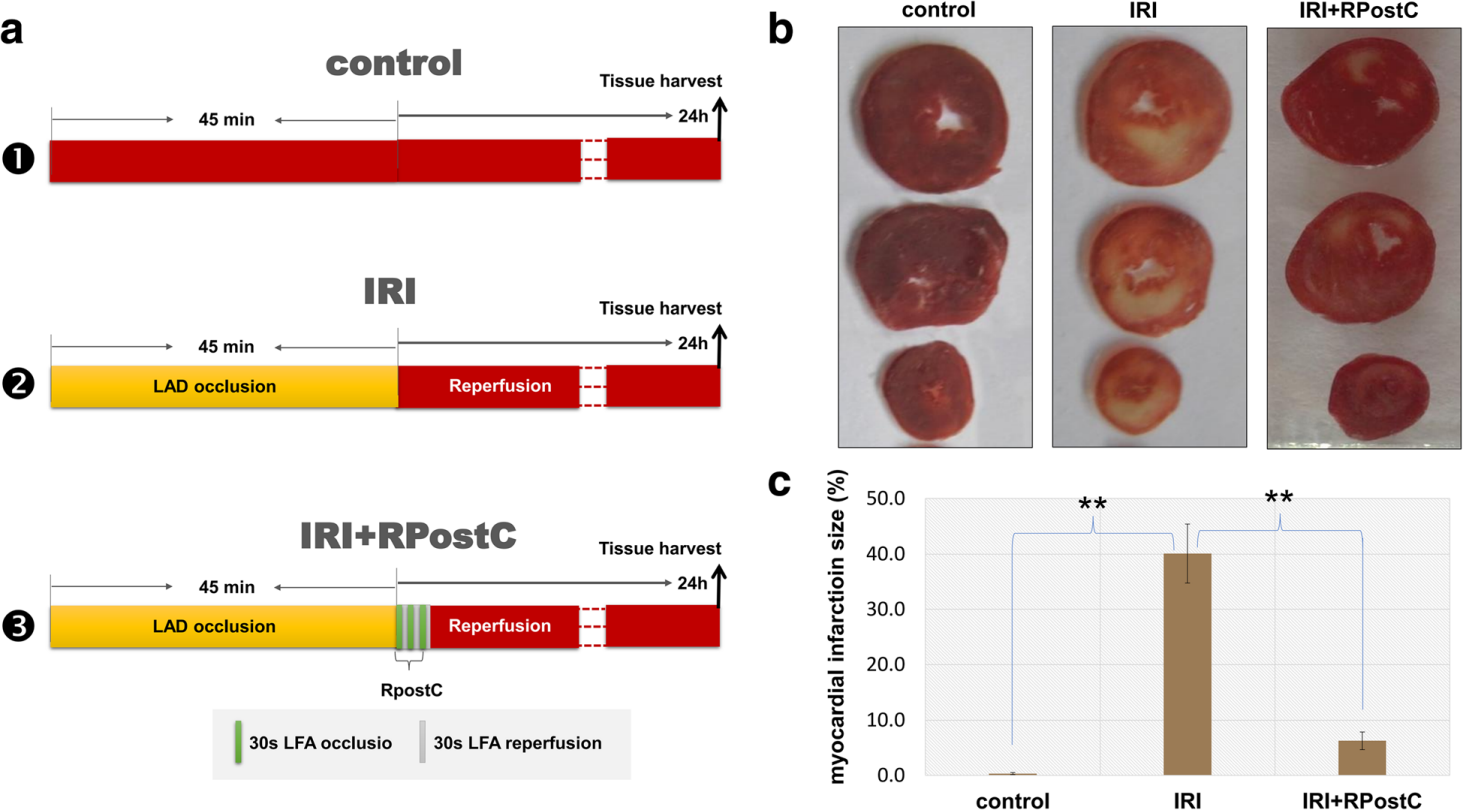
Rat model of IRI and RPostC treatment and myocardial infarction analysis by TTC staining. **a** Schematic diagram of the rat models, including control, IRI and IRI + RpostC; LAD, left anterior descending coronary artery; LFA, left femoral artery. **b** A histological TTC staining assay was then performed to measure the myocardial infarct size. The myocardial infarction images of three groups were shown. **c** ANOVA-LSD test was also performed for the statistical analysis. Significant difference was indicated: **, *P* < 0.01

Next, we carried out a histological TTC staining assay to preliminarily evaluate the impact of the ischemia/reperfusion process or RPostC treatment in rats suffering from myocardial ischemia-reperfusion injury. TTC staining was utilized to measure the myocardial infarct size. As shown in Fig. 1 b-c, we observed an increased myocardial infarction size in the IRI group compared to the control group (*P* < 0.01). Nevertheless, an increased myocardial infarction area was attenuated when IRI rats were subjected to RPostC treatment in the IRI + RPostC group (Fig. 1 b-c, *P* < 0.01). This finding indicated that RPostC treatment exhibited myocardial protection against ischemia/reperfusion injury in rats.

### Impact of RPostC treatment on the apoptotic level of cardiomyocytes in an IRI rat model

We conducted the TUNEL assay to study the effect of RPostC treatment on the level of apoptosis in cardiomyocytes after reperfusion in an IRI rat model. As shown in Fig. 2 a-b, we observed an enhanced apoptotic signal in the IRI group compared with the control group (*P* < 0.01). However, a decreased apoptotic level in the IRI + RPostC group was detected when compared with that in the IRI group (Fig. 2 a-b, *P* < 0.01). Therefore, RPostC treatment in IRI rats is capable of attenuating the high myocardial apoptosis level induced by IRI.

**Fig. 2:**
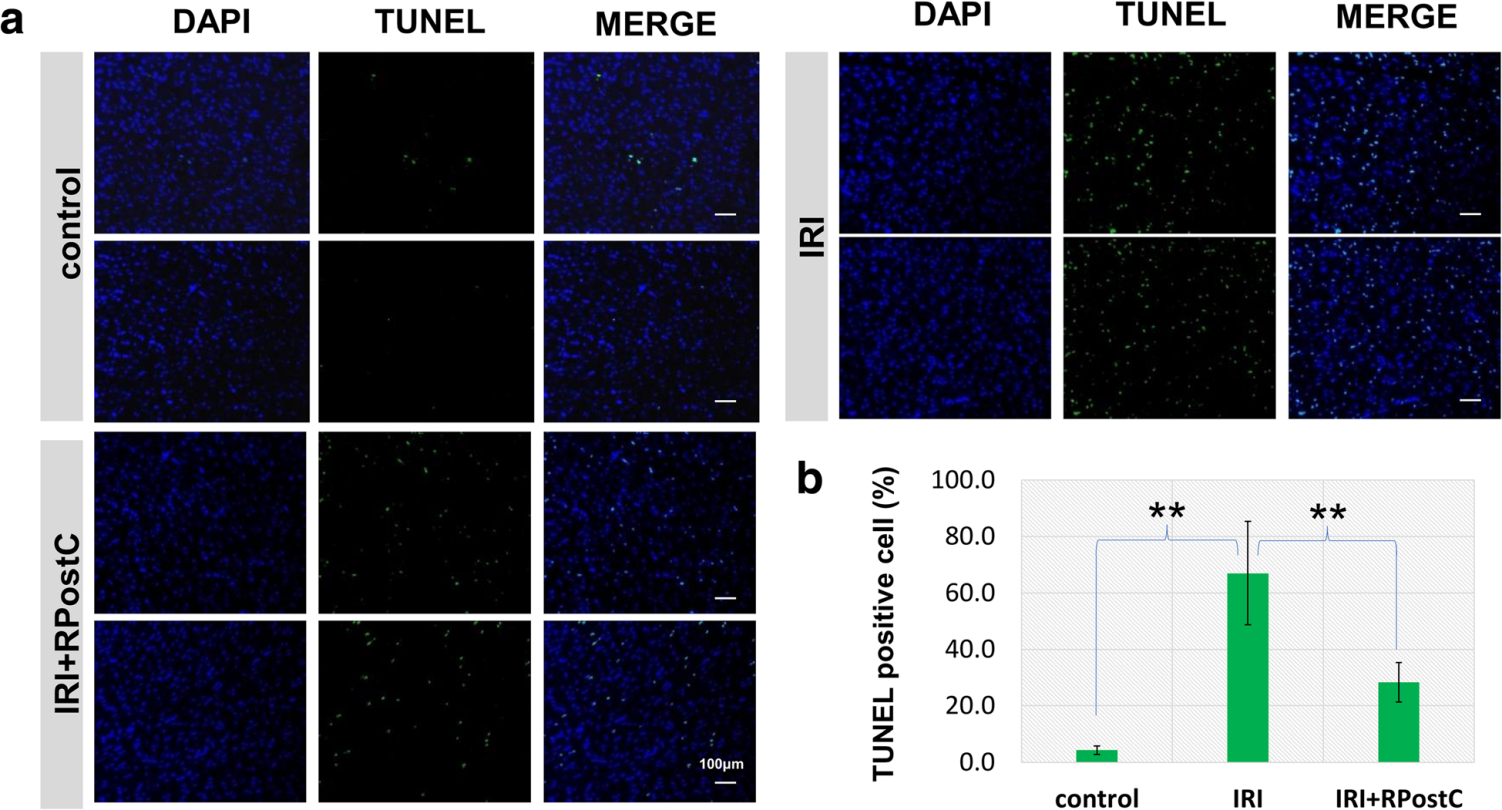
Cardiomyocyte apoptosis analysis by TUNEL assay. **a** A TUNEL assay was performed to analyze the effect of RPostC treatment on the level of apoptosis in cardiomyocytes. Bar = 100 μm. **b** The percentage of TUNEL-positive cells was determined and analyzed by ANOVA-LSD test. Significant difference was indicated: **, *P* < 0.01

### Gene expression profiling analysis

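RNA of the cardiac left ventricle from the control, IRI and IRI + RPostC groups was measured on 9 arrays, 3 per group. Control rats had a thread placed around the vessel without occlusion for 60 min, IRI rats had the left anterior descending coronary artery blocked for 45 min, and RPostC rats then had the left femoral artery clamped for 30 s and opened for 30 s in 3 cycles. The general description of the surgery gives a ligation of 30 min, and the time between reperfusion and collection of the tissue for RNA was not found in the paper's text. The methods name the Affymetrix Rat Gene 2.0 ST chip, while the series record describes a human transcriptome array, and the probe sets carry the names of the rat annotation used here. The authors scanned the arrays and applied robust multichip analysis (RMA), which corrects background, normalizes and summarizes the probes. The deposited values were taken here as log2 signals, and whether all 9 arrays were normalized together is not given in the sources used here. Of 65526 probe sets, 123 control probe sets were left out and 65403 were tested. A single gene symbol was given for 22070 of them, several for 478 and none for 42855. The 3 groups were fitted together with limma, which moderates the spread of each probe set, and p was adjusted by the Benjamini-Hochberg method. The sources used here do not say that the arrays of a group came from separate rats, so p-values measure the spread between these arrays, and 3 arrays per group limit the precision. The median log2 signal was 4.51 to 4.55 on the control arrays and 4.36 to 4.51 on the others. The hybridization controls, bacterial and phage transcripts added in known amounts, had a mean log2 signal of 11.21 on the control arrays, 10.42 on the IRI arrays and 10.44 on the IRI + RPostC arrays. A log2 signal of 19 or more was reached by 166 to 172 probe sets on each control array and by 1918 to 1948 on each other array. At the top of the scale the control and other arrays thus differ, and groups and processing cannot be told apart there. A probe set under 4.79 on all arrays of a group, the 95th percentile of the olfactory, vomeronasal and taste receptors, was taken as not above background there. Its difference from a brighter group is then a lower bound on the difference of the group means, which leaves out the spread of the arrays. The same log2 value stood on all 9 arrays for 929 probe sets, which have no spread to test. Values were identical on the 6 IRI and IRI + RPostC arrays for 3967 probe sets and on the 3 control arrays for 3454. Only 51643 of the 65403 probe sets remained when those with identical values on all arrays of a group were removed. Where the arrays of a group share a value, the SD of that group is not a measure of precision. Gene lists of pathways and cell types, 36 in number, were fixed before the data were examined, and 961 of their 1097 entries were measured.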

To investigate the molecular mechanism underlying the biological role of RPostC treatment, we conducted an Affymetrix Rat Gene 2.0 ST RNA microarray analysis using the above three rat models. Quality controls of microarray analysis are presented in Additional file 2: Figure S1. 

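Among protein-coding genes with a mean log2 signal of at least 6 and no overlap between the arrays of the IRI and IRI + RPostC groups, Nfkb1, Plat and Atp8b1 were those of smallest p with a higher signal after RPostC. Nfkb1, a subunit of NF-κB, had a log2 signal of 8.06 ± 0.01 (SD, n = 3) in the IRI group and 8.73 ± 0.07 (SD, n = 3) in the IRI + RPostC group. Plat, the tissue plasminogen activator that dissolves clots, stood at 12.65 ± 0.15 and 13.81 ± 0.15, and Atp8b1, a phospholipid-transporting ATPase, at 8.38 ± 0.06 and 9.12 ± 0.15. On the other side, Rpl36l6, a gene named as a ribosomal protein, had 7.10 ± 0.17 in IRI and 6.74 ± 0.04 after RPostC, Scn7a, of the sodium channel family, 10.65 ± 0.41 and 9.58 ± 0.51, and Syne1, which links the nucleus to the cytoskeleton, 8.18 ± 0.05 and 7.94 ± 0.15. For Nfkb1 the log2 fold change was 0.68 (standard error 0.05, adjusted p = 0.290 from limma), the smallest adjusted p of this comparison. No probe set passed an adjusted p of 0.05 in limma or in the methods' t-test. At an unadjusted p under 0.05 the counts were 2294 in limma and 1444 in the methods' t-test. At an unadjusted p under 0.05 and a fold of at least 1.2, the limits that Table S2 keeps to, limma gave 896 probe sets higher and 800 lower in the IRI + RPostC group, of which 272 and 64 had a single protein-coding symbol. The higher and lower counts became 1445 and 626 after centring each array on its median, 1514 and 1717 with array weights, 666 and 207 above the 95th percentile of the receptor probe sets, and 462 and 59 among probe sets with a mean log2 signal of at least 6. Without IRI replicate 1 the lower count was 1529, and without IRI + RPostC replicate 1 it was 1250.

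**Figure D1:**
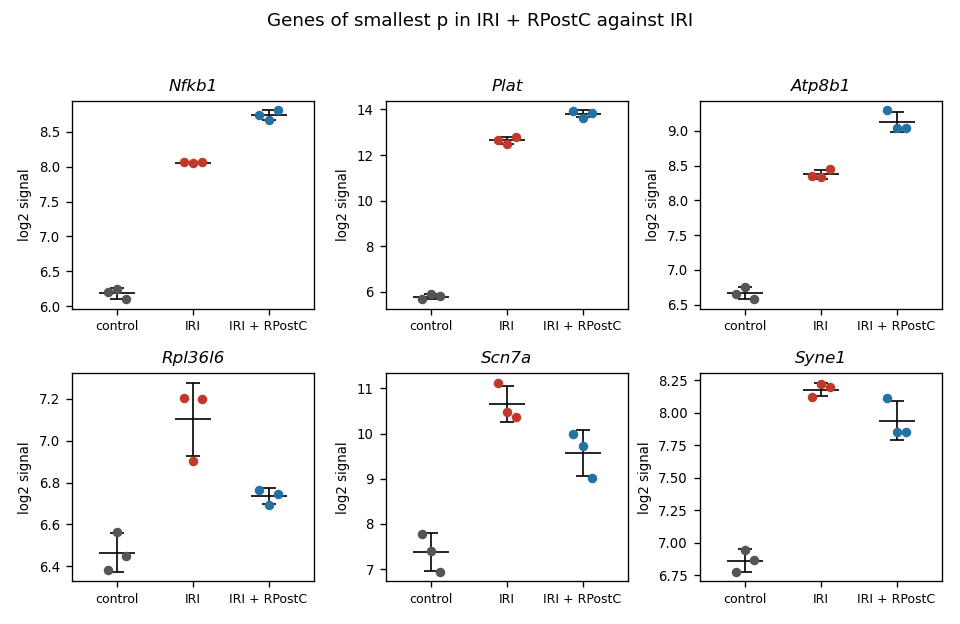
Log2 signal (vertical axes) of the 3 genes of smallest p with a higher and the 3 with a lower signal in IRI + RPostC than in IRI, for the control, IRI and IRI + RPostC groups (horizontal axes). Points are arrays, horizontal bars the mean and error bars the SD of 3 arrays; Nfkb1 lies at 8.06 ± 0.01 in IRI and 8.73 ± 0.07 in IRI + RPostC, and the vertical axes do not start at 0.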

Compared to expression in the IRI group, 265 upregulated genes (with 118 ncRNA, 77 mRNA, 70 others) and 267 downregulated genes (with 182 ncRNA, 39 mRNA, 46 others) were detected in the IRI + RPostC group (Fig. 3a). To further comprehensively and intuitively present the difference between the two groups, the differentially expressed genes were subjected to hierarchical clustering and shown as a heatmap. The correlation between the samples was calculated based on the expression of the selected differential genes. 

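Over all 65403 probe sets, arrays of the IRI and IRI + RPostC groups lay close together and apart from the control arrays. Pearson's r across probe sets, which are not independent replicates, was 0.992 to 0.995 within the IRI group, 0.994 to 0.997 within the IRI + RPostC group and 0.992 to 0.996 between them. Between control and IRI arrays it was 0.809 to 0.856, and within the control group 0.979 to 0.983.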

Hierarchical cluster analysis data of noncoding RNAs (ncRNAs), mRNA and others are shown in Fig. 3 b-d. The red signal indicates the upregulated genes, and the green signal indicates the downregulated genes.

**Fig. 3:**
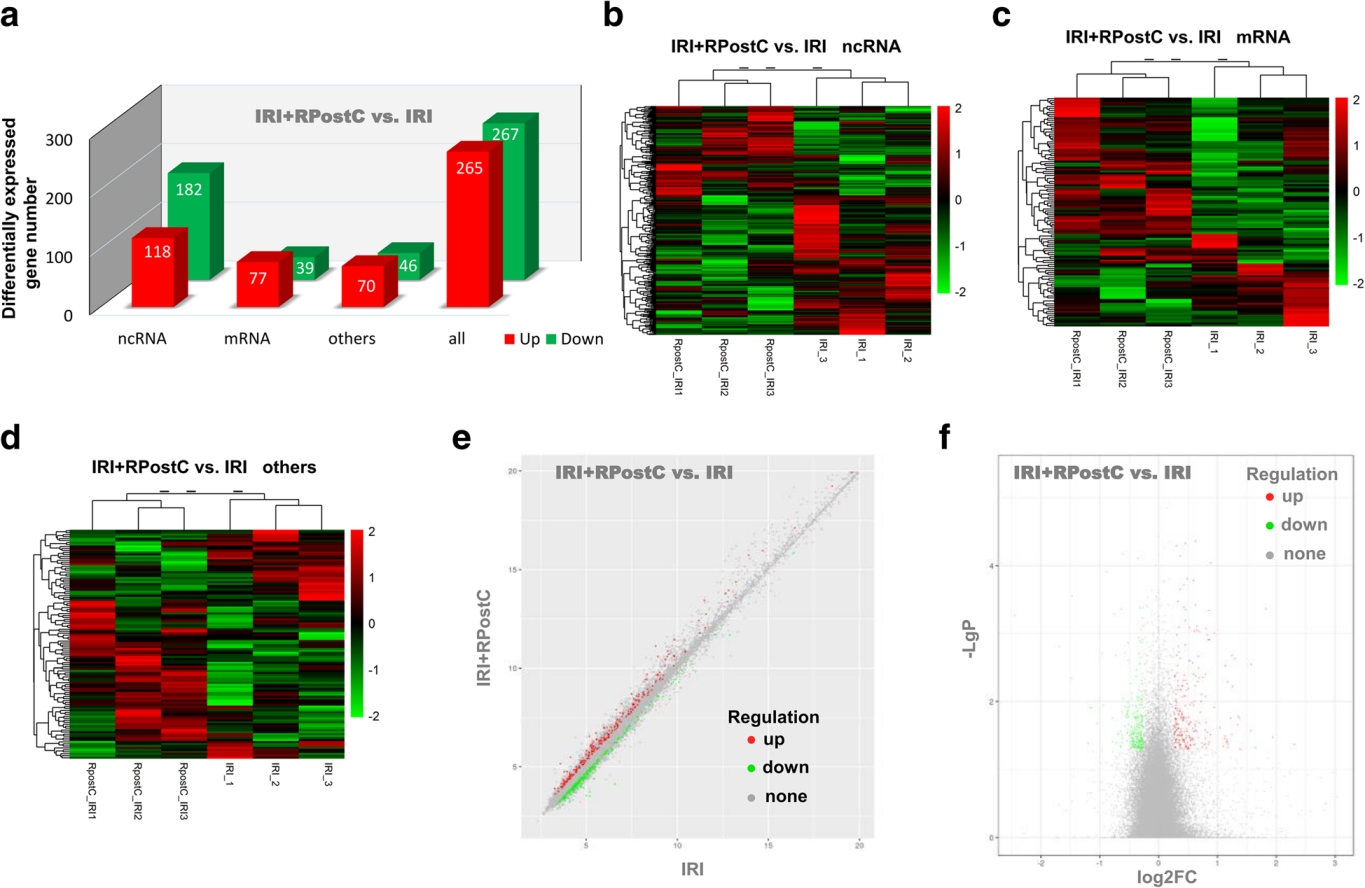
Genetic difference analysis data. a An Affymetrix Rat Gene 2.0 ST RNA microarray analysis was performed. Compared to expression in the IRI group, 265 upregulated genes and 267 downregulated genes were detected in the IRI + RPostC group. **b-d** The differentially expressed ncRNA, mRNA and others were subjected to hierarchical clustering and shown as a heatmap, respectively. The red signal indicates the upregulated genes, and the green signal indicates the downregulated genes. **e** The horizontal and vertical coordinates of scatter plot represent the log2 value of the expression levels of the two groups, respectively, showing the up-and-down distribution of the genes. **f** A volcano plot was also created based on the P- and fold-change (FC) values obtained by t-test analysis. The horizontal axis indicates the fold change of the probe, while the vertical axis represents the degree of difference in the probe (−log10 *P*-value, −LgP)

Additionally, Fig. 3e displays the scatter plot data. The horizontal and vertical coordinates represent the log2 value of the expression levels of the two groups, respectively, showing the up-and-down distribution of the genes. Furthermore, to show the significant differences between the two sets, a volcano plot (Fig. 3f) was created based on the *P*- and fold-change (FC) values obtained by t-test analysis. 

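Ptgs2, which encodes the inducible cyclooxygenase, had a log2 signal of 9.44 ± 1.00 (SD, n = 3) in IRI and 11.59 ± 0.78 (SD, n = 3) after RPostC, and Il6, an acute-phase cytokine, 13.92 ± 2.47 and 15.75 ± 0.68. A log2 fold change of at least 1 in size was found for 280 probe sets. The methods' t-test placed 495 probe sets higher and 371 lower at an unadjusted p under 0.05 and a fold of at least 1.2. The arrays of the groups did not overlap for 5.82% of the probe sets, where chance gives 10% for 3 arrays against 3 when no values are tied. The chance level here is lower, since 3967 probe sets had identical values on all 6 arrays and cannot separate.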

The horizontal axis indicates the fold change of the probe, while the vertical axis represents the degree of difference in the probe (−log10 *P*-value). We listed the top ten differentially upregulated ncRNA genes, which included MTA_TC0600002772.mm, MTA_TC1300002394.mm and MTA_TC1000001004.mm, in Table 1 and the downregulated ncRNAs, which included Rnu7, MTA_TC0500003037.mm and RGD7543256_1, in Table 2. 

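Of the ncRNAs of Table 1, MTA_TC0600002772.mm had a log2 signal of 3.59 ± 0.79 (SD, n = 3) in IRI and 5.16 ± 0.24 (SD, n = 3) in IRI + RPostC, and MTA_TC1300002394.mm 5.17 ± 0.45 and 6.55 ± 0.48. Of Table 2, Rnu7, the U7 small nuclear RNA that takes part in histone mRNA processing, had 6.58 ± 1.39 in IRI and 4.12 ± 1.28 after RPostC, and MTA_TC0500003037.mm 5.02 ± 1.52 and 3.54 ± 0.55. For Rnu7 the log2 fold change was -2.45 (unadjusted p = 0.0716 from limma). MTA_TC0600002772.mm was not above background in IRI, nor MTA_TC0500003037.mm and RGD7543256_1 in IRI + RPostC. Only bounds hold for the size of their differences in mean log2 signal. In that order these were at least 0.37 (unadjusted p = 0.00368 from limma), 0.23 (unadjusted p = 0.352 from limma) and 0.41 (unadjusted p = 0.0501 from limma). The bounds leave out the spread of the arrays, so no least difference is established, as for MTA_TC0500003037.mm at 5.02 ± 1.52 in IRI. An unadjusted limma p under 0.05 was found for 4 of the 9 ncRNAs of Table 1 analysed here and for 2 of the 10 of Table 2, and the smallest adjusted p was 1 in each table. Both groups had a mean log2 signal under 6 for 3 ncRNAs of Table 1 and 6 of Table 2. MTA_TC1000001004.mm was not analysed here.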

More detailed information is shown in Additional file 3: Table S2. We also show a series of data from genetic difference analysis (Additional file 4: Fig. S2; Additional file 5: Table S3; Additional file 6: Table S4; Additional file 7: Table S5), hierarchical cluster analysis (Additional file 8: Figure S3), and scatter and volcano plots (Additional file 9: Figure S4) comparing IRI vs. control, IRI + RPostC vs. control and IRI + RPostC vs. IRI vs. control.

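Il6, Ccl2 and Osmr were the 3 protein-coding genes under a log2 signal of 19 on each array with the largest fitted rise in IRI against control. Il6 had a log2 signal of 4.09 ± 0.47 (SD, n = 3) in control hearts, not above background, and rose by at least 9.13 (adjusted p = 0.00082 from limma). Ccl2, a chemokine that attracts monocytes, rose from 5.36 ± 0.27 to 14.89 ± 1.78 and Osmr, the oncostatin M receptor, from 7.17 ± 0.37 to 15.25 ± 0.63. Among genes of the same kind the largest falls were in Atp5mc1l1, named as a subunit of ATP synthase, from 18.63 ± 0.34 to 6.41 ± 0.27, Fitm1, which takes part in forming lipid droplets, from 15.11 ± 0.19 to 5.92 ± 0.50, and Rpl10al3, named as a ribosomal protein, from 13.01 ± 0.33 to 7.43 ± 0.24. Among 27 immediate early genes 16 rose and none fell (17 higher when adjusted over the list alone), with Egr1 from 5.94 ± 0.52 to 12.49 ± 0.35 and Dusp1 from 9.99 ± 0.40 to 12.29 ± 0.04, the latter lower than control (-0.86) after quantile normalization. Of 17 endothelial markers 10 rose and 2 fell (12 and 2 adjusted over the list alone), with Fabp4 at 9.10 ± 0.60 and 14.91 ± 0.18 and Pecam1 at 7.12 ± 0.61 and 14.13 ± 0.98. Of 49 collagen and matrix genes 21 rose and 3 fell (22 and 4 adjusted over the list alone), with Dcn at 12.37 ± 0.26 and 18.82 ± 0.00, which turned to -1.14 after quantile normalization, and Thbs1 at 8.53 ± 0.53 and 19.66 ± 0.23. The adjusted p with camera was 1.08e-09, 9.0e-07 and 2.34e-07 for these 3 lists, and with an estimated correlation the adjusted p was 0.188, 0.188 and 0.137. IRI against control gave 6509 probe sets higher and 4094 lower, and IRI + RPostC against control 7025 and 4547, at an adjusted p under 0.05 from limma; without IRI + RPostC replicate 2 the last was 3006. In all, 6098 were higher and 3479 lower in both, against 699 and 285 expected of independent lists. The probe sets tested include 1739 at 19 or more on all 6 IRI and IRI + RPostC arrays and on no control array. At that level, which the mean of Thbs1 also reached in IRI, groups and processing cannot be told apart. Unchanged groups simulated against the same control arrays shared 0, but they gave at most 1 call in either comparison and set no chance level for this overlap. Part of it may come from the shared controls. The share of higher among changed probe sets was 61.4% for IRI, 34.7% after quantile normalization and 71.8% after centring each array on its median. For IRI + RPostC these shares were 60.7%, 35.4% and 75.8%. Centring shifted the median log2 fold change of all probe sets by 0.12 in IRI + RPostC against control. On the IRI arrays the hybridization controls differed from those of the control arrays by a log2 value of -0.79.

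**Figure D2:**
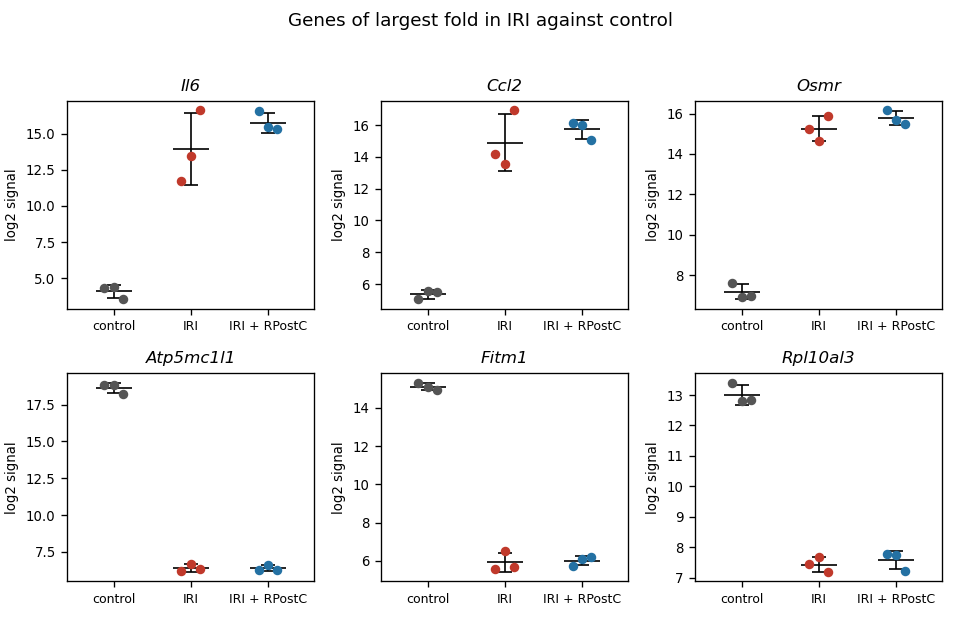
Log2 signal (vertical axes) of the 3 genes with the largest fitted rise and the 3 with the largest fall in IRI against control, for the control, IRI and IRI + RPostC groups (horizontal axes). Points are arrays, horizontal bars the mean and error bars the SD of 3 arrays; Atp5mc1l1 lies at 18.63 ± 0.34 in control and 6.41 ± 0.27 in IRI, and the vertical axes do not start at 0.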

**Table 1:** The top ten differentially upregulated noncoding RNAs

Probe_set	FC	*P*.Value	Gene.Symbol	Description	Chromosome
TC1400001307.rn.1	2.9650765	0.0268688	MTA_TC0600002772.mm	Noncoding RNA, oocyte_clustered_small_RNA12319, complete sequence	chr14
TC0200002571.rn.1	2.5938385	0.0176662	MTA_TC1300002394.mm	Noncoding transcript identified by NONCODE: Sense No Exonic	chr2
TC2000000948.rn.1	2.5457357	0.0218726	MTA_TC1000001004.mm	Noncoding RNA, oocyte_clustered_small_RNA4900, complete sequence	chr20
TC0100003434.rn.1	2.2433064	0.0388949	MTA_TC1900000429.mm	Noncoding transcript identified by NONCODE: Antisense	chr1
TC0600001997.rn.1	2.1809429	0.0322078	MTA_TC0500000335.mm	Noncoding transcript identified by NONCODE: Sense No Exonic	chr6
TC1700001897.rn.1	1.9315169	0.0010048	MTA_TC1300000124.mm	microRNA 466i	chr17
TC0900000059.rn.1	1.9266048	0.0122216	RGD7738881_1	uncharacterized LOC102554115	chr9
TC1400000527.rn.1	1.8230086	0.0012326	MTA_TC0500002485.mm	Noncoding transcript identified by NONCODE: Linc	chr14
TC0300001341.rn.1	1.749724	0.0204293	RGD7622515_1	uncharacterized LOC102554631	chr3
TC1500001326.rn.1	1.7481686	0.0008483	MTA_TC1400000136.mm	Noncoding transcript identified by NONCODE: Sense No Exonic	chr15

*FC* fold change

**Table 2:** The top ten differentially downregulated noncoding RNAs

Probe_set	FC	*P*.Value	Gene.Symbol	Description	Chromosome
TC0900001686.rn.1	−5.481668	0.0005394	Rnu7	U7 small nuclear RNA	chr9
TC1200000831.rn.1	−2.788872	0.0045801	MTA_TC0500003037.mm	RNA for germline small RNA gsRNA59, complete sequence	chr12
TC0400002518.rn.1	−2.773747	0.0002789	RGD7543256_1	uncharacterized LOC102551678	chr4
TC0300003185.rn.1	−2.291115	0.0410185	MTA_TC0200003621.mm	predicted gene, 22,403	chr3
TC0400001897.rn.1	−2.076163	0.0211123	MTA_TC0600001556.mm	nuclear encoded rRNA 5S 166	chr4
TC0200004714.rn.1	−1.948049	0.0019727	RGD7555511_1	uncharacterized LOC102553185	chr2
TC0300004193.rn.1	−1.917423	0.0114548	MTA_TC0200004648.mm	microRNA 3098 (Mir3098), microRNA	chr3
TC0X00001589.rn.1	−1.850113	0.0001236	MTA_TC0X00001571.mm	predicted gene, 22,359	chrX
TC0100006120.rn.1	−1.723291	0.0389854	MTA_TC0700003802.mm	microRNA 3965, microRNA 3965 (Mir3965), microRNA	chr1
TC1300000971.rn.1	−1.722596	0.0173776	Mir664–2	microRNA mir-664-2	chr13

*FC* fold change

### GO enrichment and functional pathway analysis

Next, we performed GO enrichment analysis to determine the significant, accurate, targeted gene functions of the target genes. 

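Interferon-inducible GTPases were called higher in the IRI + RPostC group as a list by camera at a preset correlation (adjusted p = 6.03e-05), but not with an estimated correlation (adjusted p = 0.221) or with fry (adjusted p = 0.222). No single member passed the test. Ifgga2l1, of the family of GTPases induced by interferon-gamma, had a log2 signal of 9.52 ± 0.70 (SD, n = 3) in IRI and 10.70 ± 0.06 (SD, n = 3) after RPostC, and RGD1309362 10.37 ± 0.37 and 11.23 ± 0.06. The 12 GTPases had a median log2 fold change of 0.40, and 3 of them an unadjusted p under 0.05. In IRI against control 6 of the 12 rose and 1 fell (7 and 2 adjusted over the list alone), with a camera adjusted p of 0.00116 (adjusted p = 0.222 with an estimated correlation), on arrays that also differed in their hybridization controls. The 36 interferon-stimulated genes had a median of 0.12 and a camera adjusted p of 0.000226 (adjusted p = 0.414 with an estimated correlation), with Parp9 at 7.64 ± 0.15 and 8.17 ± 0.27. Of the 19 cyclic nucleotide phosphodiesterases none passed the test over all probe sets or adjusted over the list alone, and the camera adjusted p was 0.512. Pde7a, which degrades cyclic AMP, had 6.22 ± 0.08 in IRI and 6.64 ± 0.02 after RPostC. On the other side, Pde2a stood at rank 10 by p among the genes lower after RPostC without overlap of arrays. The 40 cytokines other than chemokines had a camera adjusted p of 0.939, with a median log2 fold change of -0.01 and a mean of 0.10, so the sign differs between them. Il1a, the cytokine of smallest p, had 5.01 ± 0.11 and 6.52 ± 1.26. Over all probe sets or adjusted over the list alone, no GTPase, interferon-stimulated gene or cytokine passed in this comparison. These lists were written after the paper's Table S2 had been read and are not independent of it.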

As shown in Fig. 4a, Additional file 10: Figure S5a, and Additional file 11: Figure S6a, we found a group of upregulated genes associated with molecular functions such as GTPase activity, GTP binding, cyclic nucleotide phosphodiesterase activity, cytokine activity, the cellular response to interferon-beta, and symbiont-containing vacuole member, which is likely to be involved in the myocardial protection by RPostC during ischemia/reperfusion injury. Moreover, downregulated genes associated with molecular functions, such as chemokine activity, CCR chemokine receptor binding, the positive regulation of cell-cell adhesion mediated by integrin, and the formation of stress fibers, were also detected (Fig. 4b, Additional file 10: Figure S5b, and Additional file 11: Figure S6b).

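The 32 chemokines did not shift as a list between IRI and IRI + RPostC, with a camera adjusted p of 1 and a median log2 fold change of 0.00. Ccl12, which binds the receptor CCR2, had a log2 signal of 4.34 ± 0.14 (SD, n = 3) in IRI and 3.82 ± 0.09 (SD, n = 3) after RPostC (unadjusted p = 0.0054 from limma), neither above background, and Cxcl2, which attracts neutrophils, 6.96 ± 0.73 and 8.38 ± 0.68. No chemokine passed over all probe sets or adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. Of the 42 genes of integrin adhesion and stress fibres, Itgb5, an integrin beta subunit, had 6.01 ± 0.05 in IRI and 6.17 ± 0.00 after RPostC and Actn1, an actin crosslinker, 7.38 ± 0.27 and 7.70 ± 0.11. None of the 42 passed in either adjustment, and the camera adjusted p was 0.0686 with a median of 0.03. Against control, 11 chemokines rose and 2 fell in the IRI group (11 and 2 adjusted over the list alone), and of the integrin list 20 rose and 3 fell (24 and 5 adjusted over the list alone), with camera adjusted p of 0.00103 and 5.57e-08 (adjusted p = 0.188 and 0.129 with an estimated correlation), on arrays that also differed in their hybridization controls. That direction of the integrin list turned after quantile normalization (adjusted p = 0.095), as did Rock2, a kinase of stress fibre formation, with a log2 fold change of 1.90 in IRI and -3.93 after quantile normalization. The chemokine list is not independent of Table S2, which had been read when it was written.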

**Fig. 4:**
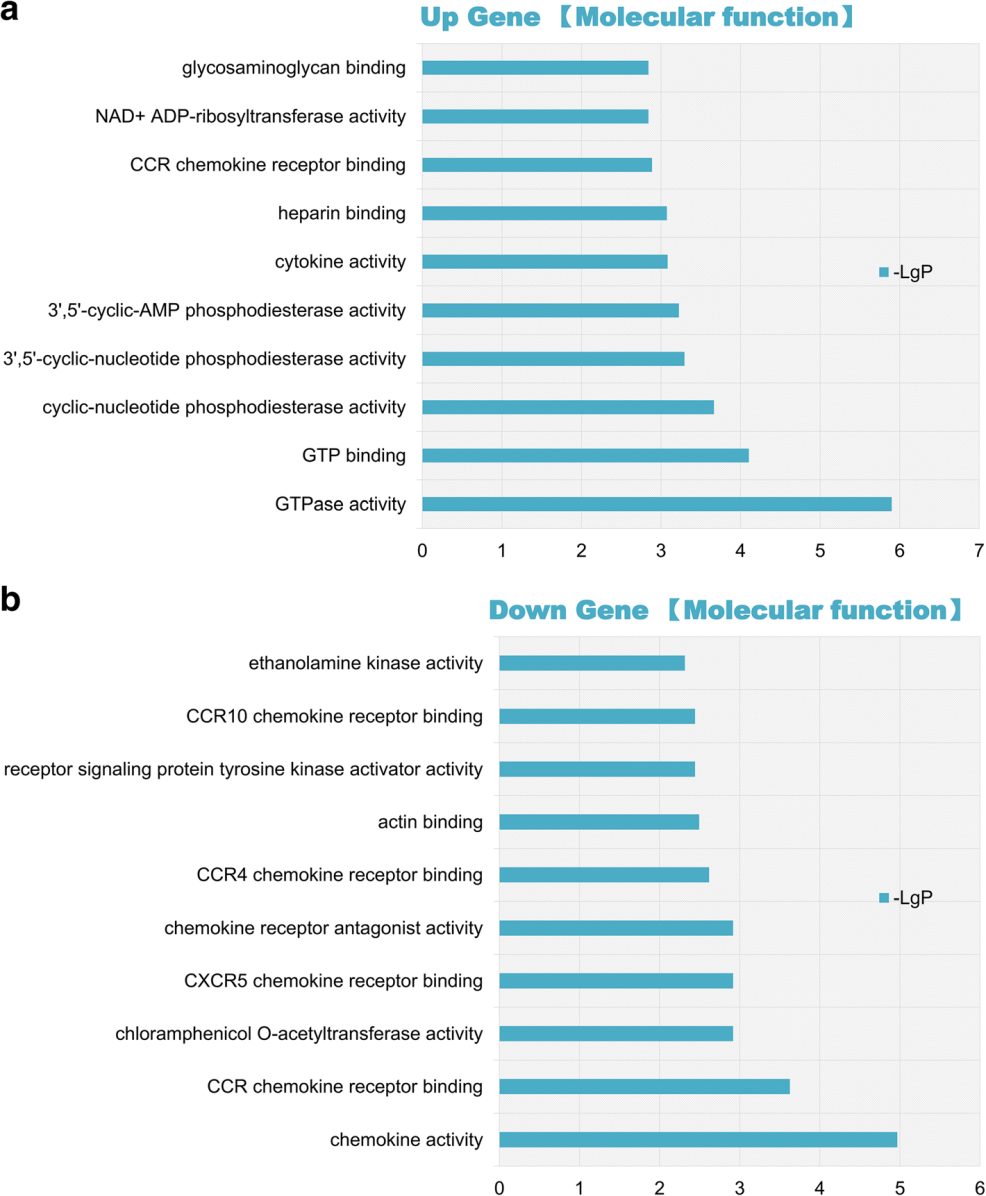
GO Enrichment analysis of molecular function. To determine the significant, accurate, targeted gene functions of the target genes, GO enrichment analysis was performed. A group of upregulated genes (**a**) and downregulated genes (**b**) associated with molecular functions were shown. The vertical axis indicates the pathway names, while the horizontal axis represents the degree of difference in the probe (−log10 *P*-value, −LgP)

Based on the bioinformatics resource KEGG, we also carried out pathway enrichment analysis. As shown in Fig. 5, when comparing the IRI group with the IRI + RPostC group, the TNF signaling pathway and Toll-like receptor signaling pathway were identified, indicating that these pathways may be involved in the cardioprotective role of RPostC.

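TNF signaling genes were called higher in the IRI + RPostC group as a list by camera at a preset correlation (adjusted p = 7.84e-06), but not with an estimated correlation (adjusted p = 0.113) or with fry (adjusted p = 0.0632). Cflar, an inhibitor of caspase 8, had a log2 signal of 9.75 ± 0.01 (SD, n = 3) in IRI and 10.39 ± 0.33 (SD, n = 3) after RPostC. Of the 86 TNF signaling genes, 10 were higher and 1 lower at an unadjusted p under 0.05, none passed over all probe sets and 1 was higher when adjusted over the list alone. Their median log2 fold change was 0.08. Of the 75 Toll-like receptor signaling genes, 5 were higher and none lower at an unadjusted p under 0.05, none passed over all probe sets and 2 were higher when adjusted over the list alone. Cd14, the co-receptor for lipopolysaccharide, had 6.46 ± 0.00 in IRI and 7.13 ± 0.18 after RPostC. The Toll-like list had a camera adjusted p of 0.00111 (adjusted p = 0.106 with an estimated correlation and 0.0304 with fry) and a median of 0.05. In IRI against control 32 TNF genes rose and 6 fell and 20 Toll-like genes rose and 5 fell (35 and 8, and 22 and 5, adjusted over the list alone), with camera adjusted p of 3.57e-06 and 0.000318 (adjusted p = 0.063 with an estimated correlation for each), on arrays that also differed in their hybridization controls. Nfkbia, the inhibitor of NF-κB, rose from 7.26 ± 0.12 to 11.66 ± 0.40 and Map2k4, a kinase of the JNK pathway, fell from 9.03 ± 0.18 to 7.21 ± 0.21. The TNF list is not independent of Table S2. The paper names both pathways from these same arrays, so the Toll-like list is not an independent test either. Of the TNF genes 55, and of the Toll-like genes 46, also stood in another list, and both lists had the same smallest p (4.43e-06 from limma). From pathway enrichment among the genes that differed after RPostC, the paper proposes that the TNF and Toll-like receptor pathways take part in its cardioprotective role.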

**Fig. 5:**
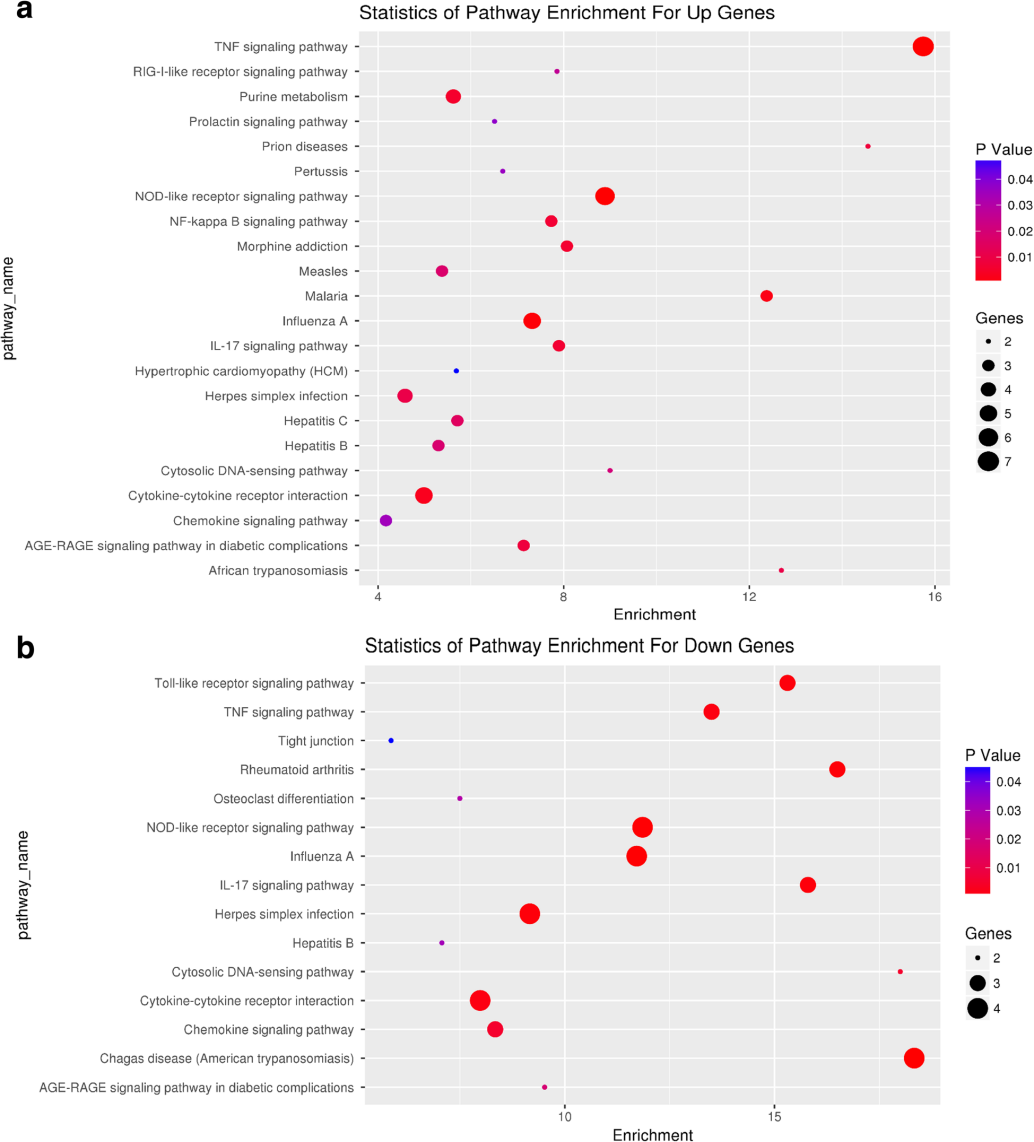
Statistics of pathway enrichment. When comparing the IRI group with the IRI + RPostC group, the relative KEGG pathways were identified, using the above upregulated genes (**a**) and downregulated genes (**b**). The vertical axis indicates the GO terms, while the horizontal axis provides the degree of enrichment. Size of the dot represents the number of enriched genes, and the color of the dot represents the *P* value

### Network analysis

To further identify the potential core genes, which are essential in signaling networks and RNA-RNA interactions, we performed a global signal transduction network analysis and co-expression network analysis. The data from the global signal transduction network analysis (Fig. 6 and Additional file 12: Table S6) identified a total of 202 core genes, including *Plcb4*, *Pdgfra*, *Ccr1 l1*, *Stat1* and *Jun*. In addition, the data from the co-expression network analysis (Additional file 13: Figure S7 and Additional file 14: Table S7) identified 436 core genes, including *Hba2*, *LOC501110*, *Spag9*, *Stfa3* and *Cflar*. Moreover, we performed a Venn diagram analysis to obtain a total of 64 common genes (Additional file 15: Figure S8a). 

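In IRI + RPostC against IRI none of these core genes passed the test. Plcb4, a phospholipase C, had a log2 signal of 11.04 ± 0.19 (SD, n = 3) in IRI and 11.31 ± 0.23 (SD, n = 3) after RPostC, Pdgfra, a receptor for platelet-derived growth factor, 7.70 ± 0.32 and 7.92 ± 0.11, Ccr1l1, a chemokine receptor, 3.76 ± 0.18 and 4.05 ± 0.31, and Jun, a subunit of AP-1, 8.91 ± 0.77 and 8.62 ± 0.54. The control levels were 10.42 ± 0.05 for Plcb4, 7.26 ± 0.23 for Pdgfra, 3.94 ± 0.04 for Ccr1l1, which was not above background in any group, and 5.66 ± 0.21 for Jun. Jun rose by 3.25 in IRI against control (standard error 0.42, adjusted p = 0.0015 from limma). Plcb4 rose by 0.62 (adjusted p = 0.020 from limma), a direction that turned to -3.68 after quantile normalization. Of the 202 genes of Table S6, 181 were measured, of which 23 had an unadjusted p under 0.05 in IRI + RPostC against IRI and none an adjusted one by limma, while 78 were higher and 28 lower in IRI against control.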

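Spag9, a scaffold of the JNK pathway, had a log2 signal of 8.99 ± 0.07 (SD, n = 3) in control, 10.04 ± 0.01 (SD, n = 3) in IRI and 10.14 ± 0.03 (SD, n = 3) after RPostC. Its rise of 1.05 in IRI turned to -0.61 after quantile normalization. Stfa3, of the stefin family of protease inhibitors, fell from 5.04 ± 0.05 to 4.46 ± 0.01 and stood at 4.44 ± 0.03 after RPostC, neither of the last above background. Cflar rose by 4.39 in IRI (standard error 0.16, adjusted p = 1.4e-06 from limma). Of the 436 genes of Table S7, 326 were measured, 191 of them higher and 103 lower in IRI against control. Of its 858 pairs, 444 had values here, and 414 of these lay within 0.01 of the recomputed correlation over the 9 arrays. The paper built this network from the array signals, and Table S7 lists only strongly correlated pairs. The table's sign and an absolute correlation of at least 0.9 were found for 94.1% of the 444. Of random pairs of Table S7 genes, 57.0% reached that size with either sign. After the mean of each group was subtracted the shares were 35.8% and 2.28%. The pairs were selected on the same signals, which favours high shares in both cases, so neither contrast is an independent test of co-expression. Hba2 and LOC501110 were not analysed here.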

We further limited the network degree value to five, and three genes, including *LOC501110*, *Lifr* and *Gstm5*, were identified (Additional file 15: Figure S8b).

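Lifr, the receptor for leukemia inhibitory factor, had a log2 signal of 6.50 ± 0.16 (SD, n = 3) in control, 9.26 ± 0.14 (SD, n = 3) in IRI and 9.18 ± 0.31 (SD, n = 3) after RPostC. Gstm5, a glutathione S-transferase, fell from 6.96 ± 0.10 in control to 5.37 ± 0.14 in IRI and stood at 5.38 ± 0.15 after RPostC. The log2 fold change of IRI + RPostC against IRI was -0.08 for Lifr (standard error 0.17) and 0.01 for Gstm5 (standard error 0.10), within the spread of the arrays. Of the 64 common genes 58 were measured, of which 39 were higher and 17 lower in IRI against control, and 9 had an unadjusted p under 0.05 between IRI + RPostC and IRI but none an adjusted one by limma.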

**Fig. 6:**
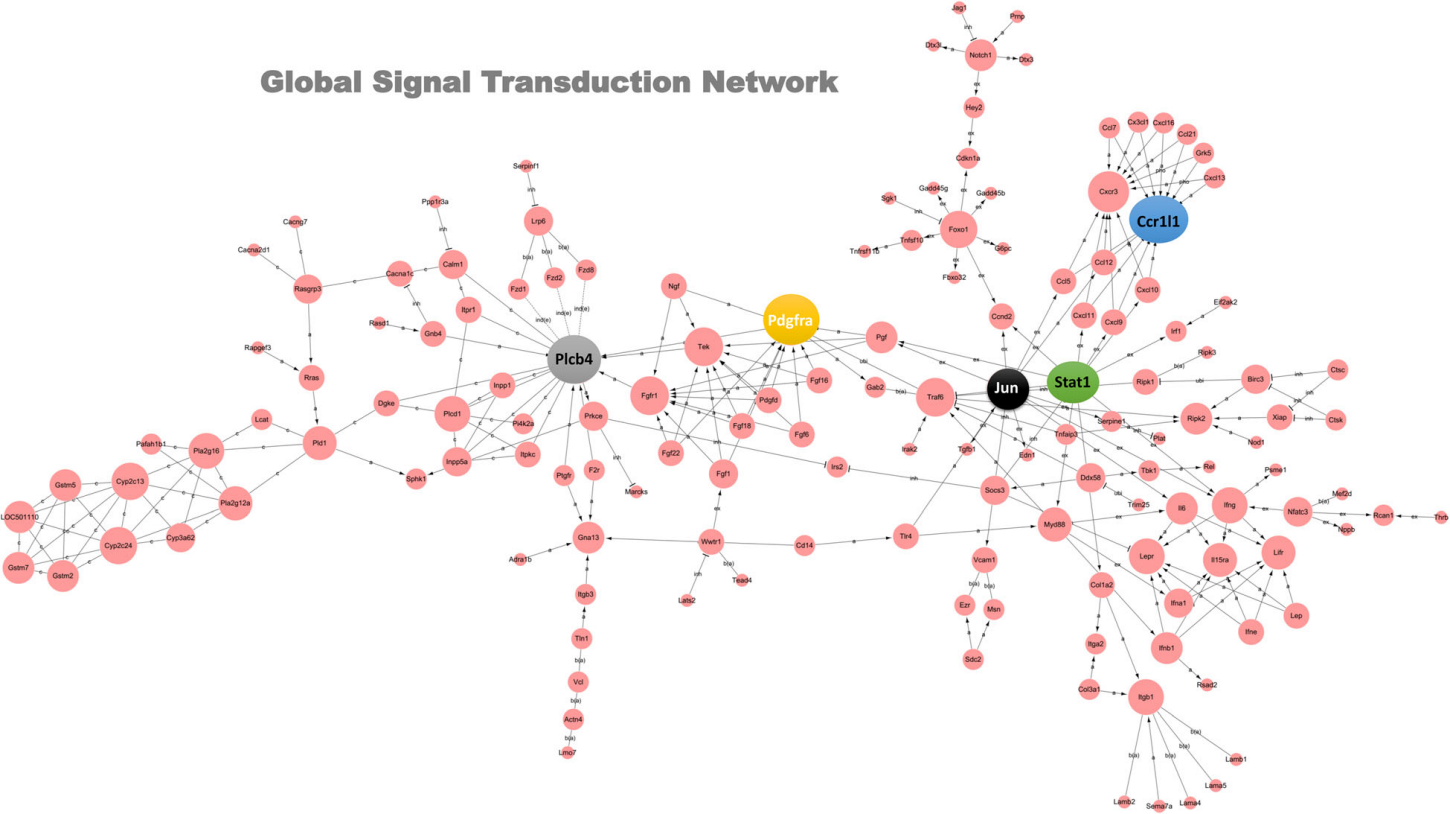
Global signal transduction network data. Based on the differentially expressed gene data, we performed a global signal transduction network analysis to identify a total of 202 core genes, including *Plcb4*, *Pdgfra*, *Ccr1 l1*, *Stat1* and *Jun*.

### Quantitative real-time PCR analysis

We also performed quantitative real-time PCR analysis to further verify the differentially expressed mRNAs. As shown in Fig. 7, the upregulation of genes including *Pdgfra*, *Stat1* and *Lifr* was detected, while the downregulation of the *Stfa3* gene was observed. Further experiments targeting these genes are required.

**Fig. 7:**
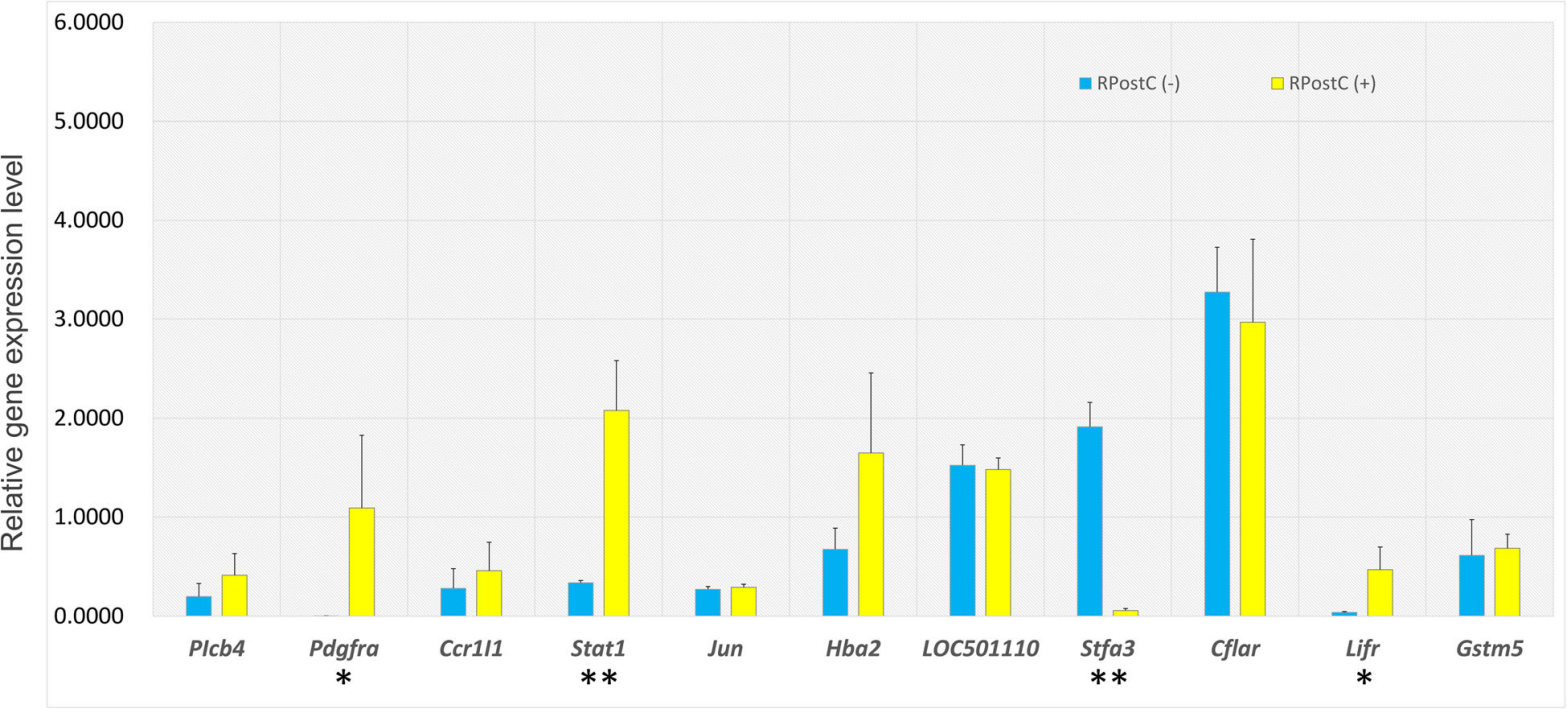
qPCR analysis data targeting several genes. To further verify the differentially expressed mRNAs, a qPCR assay was performed. The 2^-ΔΔCT^ method was applied to calculate the relative transcript levels. The relative expression of *Gapdh* was utilized to normalize the expression of tested genes, including *Plcb4*, *Pdgfra*, *Ccr1l1*, *Stat1*, *Jun*, *Hba2*, *LOC501110*, *Stfa3*, *Cflar*, *Lifr*, and *Gstm5*. Independent sample Student’s t-test was also performed for the statistical analysis. Significant difference was indicated: *, *P* < 0.05; **, *P* < 0.01

## Discussion

The protective role of ischemic preconditioning and postconditioning, to varying degrees, has previously been identified in several studies using animal models. For example, it has been shown that ischemic preconditioning treatment in myocardial IRI rats exhibits a more powerful protective effect than limb remote ischemic postconditioning treatment during myocardial ischemia-reperfusion injury [22]. Compared to classic postconditioning, remote postconditioning treatment has a greater potential role in reducing the infarct size in a New Zealand white male rabbit model [23]. In the present study, we utilized an in vivo rat model of IRI to evaluate the role of RPostC treatment after myocardial ischemia-reperfusion injury. We found that RPostC treatment resulted in a reduction in the IRI-induced myocardial infarction area. The TUNEL assay data further indicated the involvement of an antiapoptotic effect in the protective mechanism of RPostC treatment after myocardial injury. These data are consistent with relevant studies in other animal models. For instance, myocardial infarct size was also significantly decreased in the RPostC group compared with the control group after acute myocardial infarction in pigs [24].

The molecular mechanism of the protective effect of RPostC treatment remains largely unclear. Multiple processes, such as the inflammatory response, oxidative stress, and leukocyte infiltration, and gasotransmitters (NO, H_2_S and CO) may be potentially implicated in the role of RPostC in myocardial ischemia-reperfusion injury [9, 13, 25–29]. For example, the inhibition of receptors for advanced glycation end products (RAGE) and high-mobility group box1 (HMGB1) expression and activation of the PI3K/Akt signaling pathway have been linked to the extenuated ischemic reperfusion injury in a mouse model [29]. Our current study revealed that chemokine activity, CCR chemokine receptor binding and cytokine activity may be associated with the myocardial protective role of RPostC treatment after ischemia/reperfusion injury in a rat model, which supports the idea that the inflammatory response is indeed an essential factor for reducing ischemia-reperfusion-induced cardiac damage. Moreover, our findings offer a potential functional link between GTPase activity, GTP binding issues and cardioprotection by RPostC treatment.

The Toll-like receptor signaling pathway is related to the myocardial immune response and ischemia/reperfusion [30–33]. It has been reported that the postconditioning of sevoflurane confers a neuroprotective role in a rat model of transient global cerebral ischemia, and the Toll-like receptor-4 (TLR4)/nuclear factor kappa B (NF-κB) pathway and subsequent anti-inflammation activity may be implicated in this process [34]. The TLR4/NF-κB signaling pathway has also been reported to be associated with vaspin-mediated cardioprotective effects on myocardial ischemia/reperfusion injury [35]. Herein, we further utilized an Affymetrix Rat Gene 2.0 ST chip to perform gene expression profiling, GO enrichment and functional pathway analysis. We also observed the potential role of the Toll-like receptor signaling pathway in the RPostC-mediated cardioprotective process.

Additionally, it is worth mentioning that a we are the first to identify a group of differentially expressed ncRNA genes. Our global signal transduction network analysis and co-expression network analysis also identified several core genes, such as *Pdgfra*, *Stat1, Lifr* and *Stfa3.* It is meaningful to study the expression of RPostC-associated ncRNAs and core genes and to investigate their functional relationship with the serum or myocardial level of inflammatory-related biomarkers, which may contribute to the optimization of the details of the RPostC protocol and an increase in survival duration. Considering the role of coronary circulation in the cardioprotection process [36], more relative molecular investigations are needed to further study the functional role of the expression of the targeting genes in the cardiomyocytes and other protected cardiac cells.

Ischemic postconditioning treatment exhibits a protective role on the heart as well as some other ischemia-sensitive organs via a complex mechanism. For instance, RPostC treatment has an influence on cerebral ischemia-reperfusion injury [37–39]. The T-LAK-cell-originated protein kinase (TOPK)/phosphatase and tensin homolog deleted on chromosome ten (PTEN)/Akt signaling pathway is associated with the protective effects of RPostC treatment after renal ischemia/reperfusion injury [40]. RPostC treatment exhibits a protective effect on limb ischemia-reperfusion-induced gastric mucosal injury, in which it is implicated in anti-inflammatory and antioxidant activity [41]. Ischemic postconditioning treatment also reportedly has a protective effect on renal ischemia and reperfusion injury in rats via the modulation of the anti-inflammatory response [42] and on the ischemia-reperfusion injury of rat liver graft [43]. The hypoxia inducible factor 1 alpha (HIF-1α)/microRNA-21 (miR-21) axis may contribute to the protective role of the ischemic postconditioning approach [44]. Although remote ischemic postconditioning treatment is a feasible operation strategy, it is difficult to control the degree and timing of ischemic postconditioning intervention. The myocardial protection process triggered by RPostC treatment is closely associated with the length of ischemic and intervention time and the physiological features of different ischemic tissues and organs.

The combination of natural pharmaceuticals, such as troxerutin, and RPostC treatment has also been considered [27]. Support for pharmacological and/or ischemic postconditioning requires additional clinical trial data [45]. Postconditioning of endomorphin-1 in a rat model also reportedly decreases myocardial cell apoptosis and tissue injury, possibly through the regulation of inflammatory or oxidative stress [46]. All of these methods will be useful to reduce IRI-mediated postoperative complications. Given the complicated mechanism of myocardial damage after ischemia and reperfusion [47, 48], additional molecular evidence regarding the role of RPostC in IRI-induced myocardial necrosis or pyroptosis is needed. In addition, considering the critical issues for the translation from experimental cardioprotection studies to clinical patient benefit [49], more results of the clinical trials or molecular tests from the patients are required to support our gene expression profiling analysis data from the rat models.

## Conclusions

To ensure optimal myocardial protection and minimize other influencing factors, it is meaningful to investigate the specific molecular mechanisms underlying remote ischemic postconditioning, optimize specific clinical implementation methods, discover relevant biomarkers, develop related drugs, and target the drugs to their corresponding signal transduction pathways. The potential protective effect of RPostC and its association with various ncRNAs, GTPase activity, cytokine activity, the TNF and Toll-like receptor signaling pathways, and core genes such as *Pdgfra*, *Stat1, Lifr* and *Stfa3* merit further molecular analysis.

## Additional files

Additional file 1: **Table S1.** The primer sequences used in the qPCR assay.

Additional file 2: **Figure S1.** Quality controls of the microarray analysis. **a** Chip-box data; **b** chip-histogram data; **c** hybrid quality control; **d** negative-positive quality control.

Additional file 3: **Table S2**. The differently expressed genes identified by IRI + RPostC vs. IRI vs. control comparison.

Additional file 4: **Figure S2.** An Affymetrix Rat Gene 2.0 ST RNA microarray analysis was performed for the genetic difference analysis data. A number of upregulated genes and downregulated genes were detected in the comparisons of IRI vs. control (**a**); IRI + RPostC vs. control (**b**); IRI + RPostC vs. IRI vs. control (**c (TIF 8798 kb)**

Additional file 5: **Table S3**. The differently expressed genes identified by IRI vs. control comparison.

Additional file 6: **Table S4.** The differently expressed genes identified by IRI + RPostC vs. control comparison.

Additional file 7: **Table S5.** The differently expressed genes identified by IRI + RPostC vs. control comparison.

Additional file 8: **Figure S3.** The differentially expressed ncRNA, mRNA and others in the comparisons of IRI vs. control (**a-c**), IRI + RPostC vs. control (**d-e**), IRI + RPostC vs. IRI vs. control (**f-h**) were subjected to hierarchical clustering and shown as a heatmap, respectively. The red signal indicates the upregulated genes, and the green signal indicates the downregulated genes.

Additional file 9: **Figure S4.** The horizontal and vertical coordinates of scatter plots in the comparisons of IRI vs. control (**a**), IRI + RPostC vs. control (**b**) represent the log2 value of the expression levels of the two groups, respectively, showing the up-and-down distribution of the genes. The volcano plots in the comparisons of IRI vs. control (**c**), IRI + RPostC vs. control (**d**) was also created based on the *P*- and fold-change (FC) values obtained by t-test analysis. The horizontal axis indicates the fold change of the probe, while the vertical axis represents the degree of difference in the probe (−log10 *P*-value, −LgP).

Additional file 10: **Figure S5.** GO Enrichment analysis of biological processes. A group of upregulated genes (**a**) and downregulated genes (**b**) associated with biological processes were shown. The vertical axis indicates the pathway names, while the horizontal axis represents the degree of difference in the probe (−log10 *P*-value, −LgP).

Additional file 11: **Figure S6.** GO Enrichment analysis of cellular components. A group of upregulated genes (**a**) and downregulated genes (**b**) associated with cellular components were shown. The vertical axis indicates the pathway names, while the horizontal axis represents the degree of difference in the probe (−log10 *P*-value, −LgP).

Additional file 12: **Table S6.** Gene information from the global signal transduction network analysis.

Additional file 13: **Figure S7.** Based on the normalized signal intensity of RNA expression, co-expression network analysis was performed to detect potential correlations among mRNAs and identify the core genes by the degree of differences.

Additional file 14: **Table S7.** Gene information from the co-expression network analysis.

Additional file 15: **Figure S8.** The Venn diagram analysis data. **a** All core genes identified by global signal transduction network analysis and co-expression network analysis. **b** All core genes identified by the two network analyses with a degree number > =5.

## Abbreviations

IRI: Ischemia reperfusion injury RPostC Remote ischemic postconditioning ncRNAs non-coding RNAs Rnu7 U7 small nuclear RNA PostC Ischemic postconditioning LAD Left anterior descending coronary artery LFA Left femoral artery TTC 2,3,5-triphenylte-trazolium chloride PBS Phosphate buffer saline TUNEL Terminal dexynucleotidyl transferase (TdT)-mediated dUTP nick end labeling CLV Cardiac left ventricle GO Gene Ontology KEGG Kyoto Encyclopedia of Genes and Genomes NCBI National center for biotechnology information qPCR quantitative real-time polymerase chain reaction assay Gapdh Glyceraldehyde-3-Phosphate Dehydrogenase Plcb4 Phospholipase C, beta 4 Pdgfra Platelet derived growth factor receptor alpha Ccr1l Chemokine (C-C motif) receptor 1-like 1 Stat1 Signal transducer and activator of transcription 1 Jun Jun proto-oncogene,AP-1 transcription factor subunit Hba2 Hemoglobin Subunit Alpha 2 LOC501110 Similar to Glutathione S-transferase A1 (GTH1) (HA subunit 1) (GST-epsilon) (GSTA1–1) (GST class-alpha) Stfa3 Stefin A3 Cflar CASP8 and FADD-like apoptosis regulator Lifr Leukemia inhibitory factor receptor alpha Gstm5 Glutathione S-transferase, mu 5 ANOVA One-way analysis of variance LSD Least Significant Difference FDR False positive rate FC Fold change RAGE Inhibited receptor for advanced glycation end products HMGB1 High-mobility group box1 TLR4 Toll-Like Receptor-4 NF-κB Nuclear Factor Kappa B TOPK T-LAK-cell-originated protein kinase PTEN Phosphatase and tensin homolog deleted on chromosome ten HIF-1α Hypoxia inducible factor 1 alpha miR-21 microRNA-21

How the deposited data were processed for this re-analysis (not part of the article)

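RNA of the cardiac left ventricle was measured on 9 arrays, 3 each for the control, IRI and IRI + RPostC groups, and each array was mapped to its group and replicate from its labels. The authors extracted RNA with TRIzol and the RNeasy kit, labelled it with the Ambion WT Expression and GeneChip WT Terminal Labeling kits, and scanned the arrays. They then applied robust multichip analysis, and the deposited values, from 2.04 to 19.9, were taken as log2 signals. The software version, annotation and any filter are not given in the sources used here. Probe sets were named through the platform annotation, with symbols checked against a RefSeq gene table; 21013 genes had a single symbol, of which 20887 matched that table and 1 was updated.

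The deposited log2 signals were tested as given with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 fit over the 3 groups, no filter on dim probe sets), and p was adjusted by the Benjamini-Hochberg method over 65403 probe sets. The prior degrees of freedom were 1.10. Counts of higher and lower probe sets between IRI + RPostC and IRI used an unadjusted p under 0.05 and a fold of at least 1.2. An F test compared the 3 groups. A named gene whose arrays of a group all lay under 4.79, the 95th percentile of the receptor probe sets, was taken as not above background in that group. Its log2 difference from a brighter group is a bound from the mean of the brighter group to that limit, without the spread of the arrays. This rule was set after the values were seen. Tables were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

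Gene lists were tested with camera at a preset correlation of 0.01, 1 probe set per gene, that with the highest mean over the 9 arrays. The 36 lists were joined by 1 list of olfactory, vomeronasal and taste receptors taken by symbol, without Olr1, which is an oxidized LDL receptor, and p was adjusted over the 37 lists of a comparison. Tables 1, 2 and S2 and the opening of Tables S3 and S4 had been read when the lists were written, so the interferon, GTPase, chemokine, cytokine, phosphodiesterase, TNF and matrix lists are not independent of them. Lists were also drawn from the pathways that the paper names, among them Toll-like receptor signaling.

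Genes were named by a fixed rule: those the paper names in its results text, Table 1 or Table 2; the 15 higher and 15 lower protein-coding genes with the largest fold against control, or the smallest p between IRI + RPostC and IRI, with a mean log2 signal of at least 6 in the higher group, no array at 19 or more and no overlap between arrays; up to 4 members of smallest p of each list in each comparison; and Gapdh. This gave 312 genes. The text takes them from the top of each ranking in order, whether or not their direction holds under other settings.

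The limma step was tested on simulated arrays, where 66% of 100 probe sets changed by a log2 value of 1 and 85% of 100 changed by 2 were recovered between IRI + RPostC and IRI, and 57% and 85% between IRI and control, with 12 and 9 false calls among 65403. Overlaps and correlations of comparisons that share arrays were set beside 20 simulations of unchanged groups. Pairs of Table S7 were recomputed as Pearson correlations over the 9 arrays and again after the group means were subtracted.

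Alternatives were quantile normalization, centring of each array on its median, array weights, 2 groups fitted alone, eBayes with trend and robust settings, filters on dim probe sets, removal of probe sets at 19 or more, a fold of 1.5, the methods' t-test, the replicate number as a block, and leaving out each array in turn; for lists also an estimated correlation, fry, the mean of all probe sets of a gene, and lists without genes shared with another list. GO and KEGG enrichment and the network analyses were not repeated. Infarct size, TUNEL and quantitative PCR results were not analysed here, nor were Hba2, LOC501110 and MTA_TC1000001004.mm, and a further item is not reported here.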

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

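The tests of the hybridization controls, of the lists of the response to injury and of other splits of the arrays were chosen only after the results were seen.

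Several gene groups outside the functions and pathways that the paper's text names from its enrichment analyses differed between IRI and control; of these the paper does discuss an antiapoptotic effect of RPostC, and it names Lifr and Cflar among its core genes. Of 28 such lists, 13 passed camera in both comparisons against control, and 10 of these also passed fry and had 1 direction under quantile normalization and median centring. The JAK-STAT and LIF family receptors (adjusted p = 5.57e-08 from camera; 0.063 with an estimated correlation) had 16 members higher and 1 lower (19 and 2 adjusted over the list alone), with Il6st, the signaling receptor shared by the Il6 family, rising from 7.12 ± 0.11 to 9.71 ± 0.03. Immediate early genes (1.08e-09), endothelial markers (9.0e-07) and collagens and matrix genes (2.34e-07) were also called higher, but not with an estimated correlation (adjusted p = 0.188, 0.188 and 0.137); the matrix list is not independent of the paper's tables. Fibroblast markers (2.78e-05; adjusted p = 0.188 with an estimated correlation) had 7 members higher and 1 lower (7 and 1 adjusted over the list alone), with Dpt, a matrix protein, rising from 7.19 ± 0.22 to 12.91 ± 0.00. Cardiac wall stress genes (7.97e-05; 0.188 with an estimated correlation) had 8 higher and none lower (8 and 1 adjusted over the list alone), with Ccn1, a matricellular protein, rising from 8.01 ± 0.19 to 13.36 ± 0.55. Anti-apoptotic genes (0.000163; 0.063 with an estimated correlation) had 7 higher and 1 lower (8 and 1 adjusted over the list alone), with Mcl1, of the Bcl2 family, rising from 8.54 ± 0.61 to 13.63 ± 0.20. Monocyte and macrophage markers (0.00872; 0.188 with an estimated correlation) had 3 higher (5 adjusted over the list alone), with Clec10a, a lectin of macrophages, rising from 6.27 ± 0.14 to 8.07 ± 0.22. Neutrophil markers (0.0387; 0.316 with an estimated correlation) had 6 higher (6 adjusted over the list alone), with Lcn2, a protein of neutrophil granules, rising from 5.63 ± 0.26 to 7.05 ± 0.20. Skeletal muscle markers were lower (0.00103; 0.316 with an estimated correlation), with 6 members lower (6 adjusted over the list alone), among them Myl1, a myosin light chain, from 6.91 ± 0.08 to 5.51 ± 0.04.

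At the top of the scale, 1739 probe sets had a log2 signal of 19 or more on all 6 IRI and IRI + RPostC arrays and on no control array, where their median was 11.1. A processing difference between the arrays was expected to reach the receptors of smell and taste, of which 3.23% of 1299 probe sets differed between IRI and control, against 16.2% of all; this met the bound set against it, but 99.8% of the receptor probe sets had a mean log2 signal under 6, where other probe sets of the same level differed in only 4.64%, so the bound was wrong and a processing difference and the groups cannot be told apart. The hybridization controls were lower on the IRI arrays, by -0.788 without overlap between the control and the other arrays. Poly-A controls differed by -0.590 and external RNA controls, at a mean of only 4.43 on the control arrays, by -0.128 (68 of 92 lower), also without overlap of array means. Of the probe sets that differed 61.4% were higher (34.7% after quantile normalization), which met the bound set against a shift of all probe sets alike. That share cannot decide it, since normalization can remove such a shift and the share turned with the normalization used. A difference in hybridization that depends on the probe set cannot be told apart from the groups, as the hybridization controls do not show it. The response to ischemia and reperfusion also stays open: immediate early genes and chemokines were called higher as lists (adjusted p = 0.188 for each with an estimated correlation), but the other cytokines had an adjusted p of 0.562 from camera.

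Other splits of the arrays were fitted in the same way. With 3 arrays against 3 the 10 splits are too few for a share under 0.05. The number of probe sets at an adjusted p under 0.05 was 10603 for IRI against control and 11572 for IRI + RPostC against control, with 0 as the highest of the other splits in each, and 0 for IRI + RPostC against IRI, with 5 as the highest other by limma (2294 in the real split at an unadjusted p under 0.05, and 0 and 1444 by the methods' t-test). At an unadjusted p under 0.05 and a fold of at least 1.2 the real split of IRI + RPostC and IRI gave 1696 and the highest other 4007, which set IRI replicate 1 with IRI + RPostC replicates 2 and 3. Those arrays had the lowest median log2 signals (4.38, 4.36 and 4.40). The splits were not repeated after centring, so what this split reflects was not tested. Lists called by camera numbered 11, 20 and 21 for IRI + RPostC against IRI, IRI against control and IRI + RPostC against control, with 16, 14 and 16 as the highest other. For the 3 groups 10279 probe sets differed, and 3 of 100 splits drawn gave as many. The splits argue against chance only for the control arrays against the other 6, and do not exclude it, since 4 of the 100 kept the controls together. Those 4 splits, the real one among them, gave from 10170 to 10653, and every other split drawn gave 0 or 1. This test thus does not tell IRI from IRI + RPostC.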

How the results depend on the processing

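Removal of probe sets with identical values on all arrays of a group, and the repeats of the relation between comparisons and of the pairs of Table S7, were chosen only after the results were seen. No probe set passed an adjusted p of 0.05 between IRI + RPostC and IRI by limma in any setting or without any array, nor by the methods' t-test, while 2294 had an unadjusted p under 0.05. Of the 312 genes, none was called in this comparison in 6003 values under alternatives, of which 209 had the opposite sign, 44 of them under quantile normalization. Against control 5658 of 6003 values for IRI and 5713 of 6003 for IRI + RPostC kept their side of the threshold with no turn of a called direction, 262 and 175 lost the call, 54 and 80 gained it, and 29 and 35 reversed, each under quantile normalization. Of 878 values of the 37 lists per comparison, 802, 795 and 803 did so for IRI + RPostC against IRI, IRI against control and IRI + RPostC against control. For counts and lists that moved or reversed the cause was not tested, except that filters test fewer probe sets and a higher fold keeps fewer. Arrays give no depth: 12340 probe sets had a mean log2 signal of at least 6 and 24753 lay above 4.79, the 95th percentile of the receptor probe sets, and dim probe sets limit what can be detected. Sharing a replicate number gave no pairing: same-numbered IRI and IRI + RPostC arrays correlated at -0.300, 0.0305 and -0.143 in their deviations. Among arrays of other numbers, IRI replicate 3 correlated at 0.396 with IRI + RPostC replicate 1 and at -0.349 with replicate 2. IRI replicate 1 correlated at 0.305 with IRI + RPostC replicate 2. What these relations between arrays reflect was not tested. With the replicate number as a block 5807 probe sets were higher and 3353 lower in IRI against control. For IRI + RPostC against control the block gave 6338 and 3784. IRI + RPostC against IRI then had 865 and 778 at the paper's threshold, and 0 at an adjusted p under 0.05.

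Lists called in IRI + RPostC against IRI, 11 in the reported setting, numbered 0 with an estimated correlation, 1 with fry, 6 with the mixed test of fry and 7 among probe sets of a mean log2 signal of at least 6; in IRI against control, 20, they were 0, 34 with the mixed test and 13 with that filter, and in IRI + RPostC against control, 21, they were 4, 35 and 11. Without 1 array they ranged from 10 to 13, 19 to 22 and 20 to 22. Probe sets lower in IRI against control, 4094, became 8946 after quantile normalization, 2453 with a fold of 1.5, 1762 with the filter at 6 and 1807 with the methods' t-test (2941 to 4469 without 1 array, and 5627 to 6348 for those higher). Those lower in IRI + RPostC against control, 4547, became 9271 after quantile normalization, 2693 after median centring, 2581 with a fold of 1.5, 2993 above the 95th percentile, 1607 with the filter at 6 and 2037 with the methods' t-test (3006, without IRI + RPostC replicate 2, to 4868 without 1 array, and 5921 to 6988 for those higher). At the paper's threshold the 896 higher after RPostC became 1445 after median centring, 1514 with array weights, 386 with a fold of 1.5, 462 with the filter at 6 and 495 with the methods' t-test (738 to 1231 without 1 array). The 800 lower became 1717 with array weights, 92 with a fold of 1.5, 59 with the filter at 6, 207 above the 95th percentile and 371 with the methods' t-test (595 to 1529 without 1 array, the latter without IRI replicate 1, and 1250 without IRI + RPostC replicate 1). The 3-group test ranged from 8575 to 9622 without 1 array. The covariance of the comparisons against control less the simulated one, 3.36, was 2.18 after quantile normalization and 0.908 without probe sets at 19 or more (3.22 to 3.58 without 1 array), and that of the effects of IRI and RPostC, 0.0712, was 0.0541 after quantile normalization. Pairs of Table S7 with the table's sign and an absolute correlation of 0.9 or more ranged from 417 to 418 without 1 array, and from 149 to 185 after group means were subtracted.

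After quantile normalization these lists turned lower, with adjusted p from camera for IRI against control, IRI + RPostC against control and, where a 3rd is given, IRI + RPostC against IRI: cardiomyocyte markers (2.65e-16, 7.5e-16, 0.000338), fatty acid oxidation genes (2.43e-11, 1.45e-11, 0.00412), oxidative phosphorylation genes (3.88e-13, 1.98e-13, 5.35e-07), heat shock genes (1.4e-05, 1.45e-05), hypoxia and glycolysis genes (0.0655, 0.0366) and integrin adhesion and stress fibre genes (0.0951, 0.0366). Glutathione and antioxidant genes turned lower in IRI + RPostC against control (0.00775), the olfactory, vomeronasal and taste receptors turned higher (0.177, 0.34), and with the filter at 6 the cardiomyocyte markers turned lower in IRI + RPostC against IRI (0.0465). For the genes the log2 fold change in IRI against control after quantile normalization was, where the direction reversed, Acadl -3.48, Bag3 -0.56, Cd36 -2.32, Csrp3 -3.13, Cycs -3.50, Dcn -1.14, Dusp1 -0.86, Hba-a1 -2.21, Hsp90aa1 -2.14, Hsp90ab1 -5.82, Klf6 -0.45, Lpl -2.87, MTA_TC0200003621.mm -1.88, Mt1 -1.83, Mybpc3 -4.58, Myom2 -2.63, Myoz2 -2.72, Pam -2.35, Plcb4 -3.68, Rock2 -3.93, Rpl10-ps14 -0.19, Sdhd -1.46, Serpinf1 -0.0662, Spag9 -0.61, Stat3 -2.01, Tgfb1 -0.57, Trim63 -0.48, Ttn -2.19, Vegfa -1.33. In IRI + RPostC against control it was Acadl -3.62, Actn1 -0.21, Bag3 -0.63, Cavin1 -1.23, Cd36 -2.37, Chordc1 -1.40, Csrp3 -3.22, Cycs -3.58, Dcn -1.23, Dusp1 -0.86, Fhl1 -0.90, Hba-a1 -2.32, Hif1a -4.40, Hsp90aa1 -2.03, Hsp90ab1 -5.91, Lpl -2.94, MTA_TC0200003621.mm -2.96, Mrps23 -0.10, Mt1 -1.13, Mybpc3 -4.89, Myom2 -2.63, Myoz2 -2.80, Pam -2.62, Pdgfra -0.12, Plcb4 -3.64, Rexo4 -0.0222, Rgs5 -4.25, Rock2 -4.07, Sdhd -1.48, Spag9 -0.70, Stat3 -1.77, Trim63 -0.47, Ttn -2.26, Uqcrc2 -5.33, Vegfa -1.62.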

Differences from the paper's values

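The comparison with the P values of Table S2 was chosen only after the result was seen. The paper reports 265 genes higher in IRI + RPostC than in IRI, and 896 probe sets were higher here at an unadjusted p under 0.05 and a fold of at least 1.2, the limits that Table S2 keeps to. Of the alternatives set before the data were examined, a fold of at least 1.5, another threshold than that of Table S2, gave 386, within 1.5 times the paper's number, and the others gave from 462 to 1514. The paper reports 267 genes lower, and 800 probe sets were lower here. The methods' t-test gave 371 and a filter above the 95th percentile of the receptor probe sets 207, both within 1.5 times the paper's number; the others gave from 59 to 1717.

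The paper's Table S2 lists P under 0.05 for each of its 510 probe sets analysed here, and the recomputed P was under 0.05 for 108 of them. No alternative came within 1.5 times; the counts ran from 64 by the methods' t-test to 176 with array weights over these 510, and were 39 of 158 with a mean log2 signal of at least 6, 60 of 295 above the 95th percentile of the receptor probe sets and 110 of 508 without probe sets at 19 or more. The fold changes of all 510 lay within 0.01 of the recomputed log2 values.

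By quantitative PCR (Fig. 7) the paper reports upregulation of Pdgfra and Lifr and downregulation of Stfa3. Its text and caption do not name the groups compared, so whether the array values below differ from it cannot be told. On the arrays the log2 fold change of IRI + RPostC against IRI was 0.22 for Pdgfra (unadjusted p = 0.258 from limma) and -0.08 for Lifr (unadjusted p = 0.627 from limma), each within the spread of the arrays, so that neither shows a direction. Stfa3 had a log2 signal under 4.79, the 95th percentile of the receptor probe sets, on all arrays of both groups (unadjusted p = 0.609 from limma), and no fold is given. In IRI against control the mean signal was higher for Pdgfra and Lifr and lower for Stfa3, on arrays that also differed in their hybridization controls. For Pdgfra the direction in IRI + RPostC against control turned to -0.12 after quantile normalization. The paper places genes of chemokine activity and of integrin adhesion and stress fibres among those lower after RPostC. Here the chemokine list had a median log2 fold change of 0.00 and a mean of 0.09, and the integrin list a median of 0.03. The paper's terms rest on enrichment among the genes it found lower, while these values are over whole lists written here. The measures are unlike, so the list values do not contradict the paper. The numbers of genes in Tables S6 and S7 and of their common genes match those the paper states.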

Other observations

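The tests on the order of P values and on other arrangements of the IRI and IRI + RPostC arrays were chosen only after the results were seen.

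After RPostC, collagens and matrix genes stood higher than in IRI as a list (adjusted p = 6.32e-08 from camera; 0.198 with an estimated correlation), with a median log2 fold change of 0.09 over 49 genes. None passed over all probe sets and 2 were higher when adjusted over the list alone, and the list is not independent of the paper's tables. Fbn1, the microfibril protein fibrillin-1, had a log2 signal of 8.99 ± 0.17 (SD, n = 3) in IRI and 9.90 ± 0.28 after RPostC, and Fn1, fibronectin, 8.23 ± 0.01 and 8.96 ± 0.29. Fibroblast markers had an adjusted p of 8.05e-05 (0.316 with an estimated correlation) and no member past the test in either adjustment, with Ddr2, a collagen receptor, at 7.79 ± 0.12 and 8.29 ± 0.19. The JAK-STAT and LIF family receptors had an adjusted p of 0.000114 (0.198 with an estimated correlation) and 1 member higher when adjusted over the list alone, with Il6st at 10.29 ± 0.21 after RPostC. Monocyte and macrophage markers had 0.000878 (0.221 with an estimated correlation) and 2 members higher when adjusted over the list alone, with Clec10a at 8.88 ± 0.27 after RPostC. Glutathione and antioxidant genes and cardiac wall stress genes each had 0.0237 (0.351 and 0.555 with an estimated correlation), and the olfactory, vomeronasal and taste receptors were lower with 0.0135 (0.731 with an estimated correlation).

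Cardiomyocyte markers were higher in IRI against control (adjusted p = 5.54e-07 from camera; 0.129 with an estimated correlation), with 12 members higher and 2 lower (12 and 3 adjusted over the list alone), but the list turned lower after quantile normalization (2.65e-16). Ttn, the giant sarcomere protein titin, had 15.81 ± 0.23 in control and 18.97 ± 0.00 in IRI and turned to -2.19 after quantile normalization, and Myom2, of the sarcomere M band, 13.23 ± 0.13 and 17.11 ± 0.00, turning to -2.63. Oxidative phosphorylation genes (0.00382; 0.44 with an estimated correlation) and hypoxia and glycolysis genes (0.0187; 0.188 with an estimated correlation) were higher and also turned lower after quantile normalization, the latter with an adjusted p of 0.0655. Heat shock genes had an adjusted p of 0.103 in IRI against control and were higher in IRI + RPostC against control (0.0115; 0.438 with an estimated correlation), but turned lower in both after quantile normalization (1.4e-05 and 1.45e-05). Interferon-stimulated genes had 19 members higher and none lower in each comparison against control (20 and 22 higher adjusted over the list alone), with adjusted p of 4.86e-10 and 1.77e-12 (0.137 and 0.0977 with an estimated correlation), and are not independent of the paper's tables. Of the phosphodiesterases 4 were higher and 6 lower in IRI against control (6 and 7 adjusted over the list alone; adjusted p = 0.688 from camera), and of the cytokines 4 were higher and none lower (4 adjusted over the list alone). Markers of T and NK cells, B cells, mast cells, platelets, erythroid cells, smooth muscle and pericytes, adipocytes, atria, epicardium and mesothelium, nerve and glia, and the pro-apoptotic, proliferation and fatty acid oxidation genes passed camera in none of the 3 comparisons, with adjusted p from 0.0567 to 0.936. Gapdh, the paper's reference gene, had 19.35 ± 0.00 in each group, near the top of the scale.

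The P values of Tables S2 to S4 do not follow the recomputed P values of the same probe sets, with Spearman's rho of -0.131 over 510 probe sets of Table S2. It was 0.000827 over the 953 probe sets with a recomputed P among the first 986 of the 3349 ncRNA probe sets of Table S3, and -0.00558 over 952 among the first 983 of the 4198 of Table S4. The P values of the 3-group test were not compared with those of the tables, so such a test stays open. The settings run here for IRI + RPostC against IRI do not account for the mismatch, since their highest rho with Table S2 was -0.0185. That the comparisons share control arrays does not account for it either: over the 677 probe sets shared by these parts of Tables S3 and S4 the P values of the tables had a rho of 0.99999, and the recomputed ones, over the 656 that have them, 0.767. Tables S2 and S3 had a rho of 0.99996 over 186 shared probe sets, and the recomputed P values 0.285 over 178. For Tables S2 and S4 these were 0.99999 over 214 and 0.380 over 203. A candidate explanation, which these values go with but do not prove, is that P values stand beside other probe sets than those they were computed for.

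A hypothesis set beforehand was that RPostC moves expression back toward control. The covariance across probe sets of the log2 fold changes of IRI against control and of IRI + RPostC against IRI was 0.0489, against -0.0237 to -0.0215 in simulated unchanged groups on shared arrays, and less the simulated mean it lay above 0 with all arrays and without each in turn, from 0.0594 to 0.0786. This met the bounds set against the shared arrays and against a move back and for RPostC adding to the change that IRI makes, but the bounds were wrong: the simulations hold no effect of IRI and so leave out any drift of arrays along it. Over the 20 ways of placing these 6 arrays as IRI and IRI + RPostC, which keep such drift, the real one gave the highest covariance and the others from -0.0885 to 0.0236, and 20 are too few for a share under 0.05. The 3 explanations cannot be told apart on these arrays. On the line from the control mean to the mean of the 6 IRI and IRI + RPostC arrays, the IRI + RPostC arrays lay 2.03% further than the IRI arrays (6.97% without probe sets at 19 or more; exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The log2 fold changes of the 2 comparisons against control had a correlation of 0.994 (0.499 in simulations) and a covariance of 3.38 (0.0221 in simulations). The simulations hold the spread of the shared control arrays but no processing difference of those arrays. Part of the excess may come from such a difference.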
